# Identification of targetable epigenetic vulnerabilities for uveal melanoma

**DOI:** 10.1038/s41419-025-08295-4

**Published:** 2025-12-12

**Authors:** Gulum Yenisehirli, Sebastian Borges, Steffanie S. Braun, Ashley N. Zuniga, Gabriela I. Quintana, Jeffim N. Kutsnetsoff, Renata L. Volonterio, Sara Rodriguez, Emily V. Adis, Sofia Lopez, James J. Dollar, Vasileios Stathias, Claude-Henry Volmar, Efe Karaca, Shaun P. Brothers, Daniel Bilbao, J. William Harbour, Zelia M. Correa, Stefan Kurtenbach

**Keywords:** Eye cancer, Cancer genomics, Targeted therapies, High-throughput screening

## Abstract

Uveal melanoma (UM) is the most common adult primary intraocular malignancy, with a strong predilection for hepatic metastasis, occurring in approximately 50% of cases. Metastatic UM is highly resistant to therapy and is almost invariably fatal. The strongest genetic driver of UM metastasis is loss of function of the tumor suppressor BRCA-associated protein 1 (BAP1), which leads to widespread epigenetic dysregulation. To identify novel therapeutic strategies, we investigated whether targeting the epigenome of UM could reveal new vulnerabilities. We performed a high-throughput compound screen using a curated epigenetic inhibitor library and identified BET (bromodomain and extra-terminal domain) inhibition as a particularly promising approach. While previous clinical trials with BET inhibitors for UM treatment have failed, we found substantial heterogeneity in the efficacy of different BET inhibitors in UM. Notably, the BET inhibitor mivebresib (ABBV-075) significantly improved survival rates by 50% in a metastatic UM xenograft mouse model and prevented detectable metastases in the bones, spinal cord, and brain. Transcriptomic analysis revealed a strong overlap between BET and histone deacetylase (HDAC) inhibition, an approach currently under clinical evaluation for UM treatment. BET and HDAC inhibitors reversed gene expression signatures associated with high metastatic risk and induced a neuron-like phenotype in UM cells. These findings establish BET inhibition as a potent and previously underappreciated vulnerability for metastatic UM.

## Introduction

Uveal melanoma (UM) is the most prevalent primary intraocular malignancy in adults, with metastases occurring in approximately half of all cases. UM metastases are highly resistant to treatment and almost uniformly lethal [1]. Currently, the only FDA-approved treatment for metastatic UM is tebentafusp-tebn (Kimmtrak, Immunocore Limited), a bispecific gp100 peptide-HLA-directed CD3 T-cell engager. However, this treatment is only efficient in HLA-A*02:01-positive patients and improves life expectancy by six months on average [2]. Despite this significant advancement, additional treatment strategies are urgently needed.

UM has a low mutational burden, with a mutational profile distinct from other melanomas [3]. Mutually exclusive mutations in the Gq signaling pathway, most commonly in *GNAQ* or *GNA11* [4, 5], and less frequently in *PLCB4* [6] and *CYSLTR2* [7], are present in virtually all UMs [8], but also in benign ocular nevi [4, 5, 8, 9]. Therefore, these mutations alone are insufficient for malignant transformation. Additional secondary mutations in either *BAP1* [10], *SF3B1* [11], or *EIF1AX* [12] (‘BSE’ mutations) occur in a mutually exclusive manner and confer high, medium, and low metastatic risk, respectively [13–15]. *BAP1* mutations are among the most significant clinical markers of metastatic risk, typically accompanied by the loss of one copy of chromosome 3, where *BAP1* is located, resulting in the complete loss of BAP1 function [10]. BAP1 is a ubiquitin carboxy-terminal hydrolase and the catalytic subunit of the polycomb repressive deubiquitinase complex (PR-DUB), which opposes PRC1 activity by removing transcriptionally repressive monoubiquitin marks from histone H2A on K119 [16–18]. BAP1 depletion leads to global changes in H2AK119 ubiquitination [19, 20] and failure of the H3K27ac histone mark to accumulate at promoter sites of key lineage commitment genes, highlighting its broader role in epigenetic regulation [19].

Given the significant role of epigenetic dysregulation in UM [21], we conducted a high-throughput screen for epigenetic modulators. We identify several compounds with high efficacy and highlight BET inhibition as a promising treatment angle for UM.

## Results

### Epigenetic compound screening identifies new vulnerabilities in UM

Given the global epigenetic changes elicited by BAP1 loss, we performed a comprehensive epigenetic compound screen on UM cells, using a well-characterized drug library consisting of 932 cell-permeable, small-molecule modulators (TargetMol, L1200, July 2022; Supplementary Data 1). We tested two *BAP1-*mutant UM cell lines (MP38 and MP46) and one *BAP1*-wildtype cell line (MP41) [22]. The primary screen proved to be specific and identified 24 compounds that significantly reduced cell viability in at least one cell line at 1 µM after 72 h of treatment (*n* = 2 per compound) (Fig. 1A). Most drug classes had low efficacy, including histone methyltransferase inhibitors (17% of compounds tested (*n* = 160), 0% of hits), histone acetyltransferase inhibitors (7% of compounds tested (*n* = 68), 0% of hits), and ataxin inhibitors (18% of compounds tested (*n* = 167), 8% of hits (*n* = 2)) (Fig. 1B, C). On the other hand, BET inhibitors (4% of compounds tested, *n* = 35) comprised 29% of the hits (*n* = 7), and HDAC inhibitors (7% of compounds tested, *n* = 64) accounted for 25% of the hits (*n* = 6). Poly ADP-ribose polymerase (PARP) inhibitors (*n* = 28) did not reduce cell viability in these cell lines (Fig. 1B; Supplementary Fig. 1A).

**Fig. 1:**
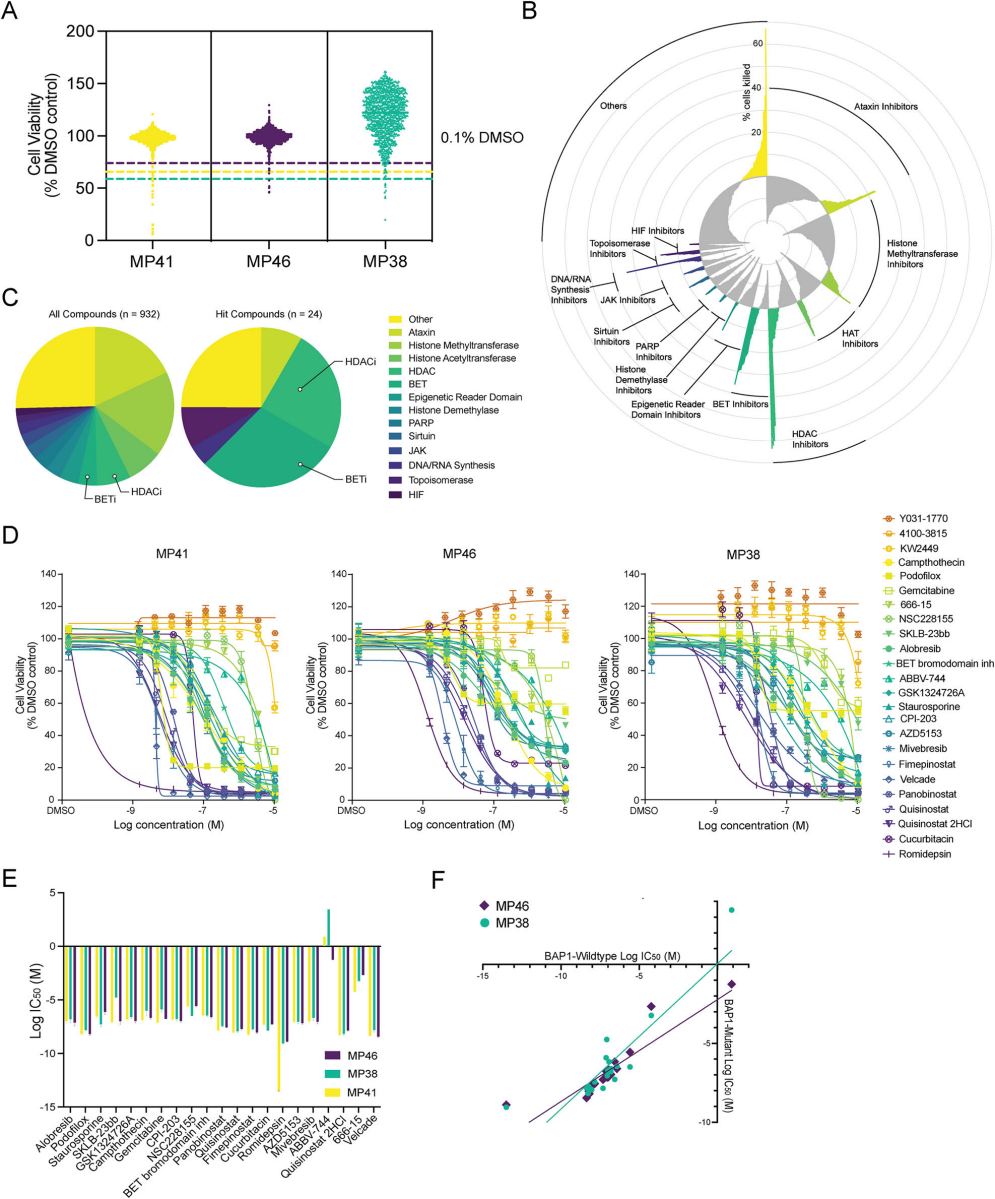
Primary screening for epigenetic compounds in UM cells. **A** Mean viability of the three UM cell lines following 72 h treatment with 932 epigenetic modulators at a concentration of 1 μM (*n* = 2) relative to the negative control (0.1% DMSO treatment). Hit cut-offs (dashed lines) were determined as the mean percentage viability of the negative controls in each cell line minus three standard deviations. Yellow dashed line is the hit cut-off for MP41 cells (65.8% viability), purple dashed line is the hit cut-off for MP46 cells (74.0% viability), and the green dashed line is the hit cut-off for MP38 cells (58.9% viability). For full list of compounds and average UM cell viabilities, see Supplementary Data 1. **B** Radar plot showing the mean difference in percent of cell viability of UM cells caused by 72 h 1 μM treatment with 932 compounds, relative to the DMSO control. Negative values, shown in gray, indicate ineffective compounds leading to greater cell viability than the negative control. The positive values, shown in color, indicate compounds that induced cell death, with higher peaks indicating greater cell death. Compounds are grouped by drug mechanism of action. **C** Pie charts of the molecular activities of all screened compounds (*n* = 932) (left) and the hits identified (*n* = 24) (right). **D** Concentration-response experiments for the 24 hit compounds (10 concentrations, *n* = 4 per concentration per cell line). Center values represent mean viability, error bars represent standard error of mean (SEM). **E** Log IC_50_ (M) values of the top hit compounds for each cell line. Error bars represent 95% confidence interval. **F** Log IC_50_ (M) of *BAP1* mutant cell lines (MP46 and MP38) plotted against the log IC_50_ (M) of the *BAP1* wildtype cell line (MP41) for each drug treatment.

Subsequent concentration-response testing of hit compounds (10 concentrations, *n* = 4) identified 17 compounds with IC_50_ values less than 1 µM (Fig. 1D; Supplementary Table 1). The HDAC inhibitor romidepsin had the highest potency in all UM cell lines (IC_50_ ≈ 4 nM), even greater than that of velcade (IC_50_ ≈ 7.6 nM), a highly cytotoxic proteasome inhibitor [23] used as a positive control in this screen. Eleven of the most promising compounds were HDAC or BET inhibitors, while six compounds targeted other mechanisms. Of the latter, gemcitabine (IC_50_ ≈ 493 nM) and staurosporine (IC_50_ ≈ 336 nM) have previously been shown to induce apoptosis in UM cells [24, 25]. Camptothecin (IC_50_ ≈ 334 nM, topoisomerase I inhibitor [26]), podofilox (IC_50_ ≈ 9.36 nM, microtubule destabilizer [27]), and cucurbitacin B (IC_50_ ≈ 37.9 nM, inhibitor of AKT, HIF1a, and STAT3 [28]), to our knowledge, have not previously been tested for UM. All compounds had similar efficacies in the cell lines tested, despite their genetic differences, namely MP41 being *BAP1*-wildtype and MP38 and MP46 being *BAP1*-mutant (Fig. 1E, F). We tested for synergy between romidepsin and quisinostat with the 12 non-HDAC targeting hit compounds. However, despite these compounds targeting diverse epigenetic pathways, we did not observe significant shifts in IC_50_ values (Supplementary Fig. 1D–G).

### HDAC inhibition in uveal melanoma cells

HDAC inhibition has been explored in numerous studies, so far with limited clinical success for UM [29–33]. There are 11 human HDAC isoforms with diverse biological functions, and it is unclear which specific HDACs are the most promising to target in UM [34, 35]. Of the 64 HDAC inhibitors tested in the initial screen, only six were identified as hits, highlighting the variable efficacies within this drug class. Romidepsin demonstrated the greatest potency (Fig. 2A, C), suggesting that selective inhibition of class I HDACs may be a vulnerability for UM, as romidepsin specifically inhibits class I HDACs (HDAC1, 2, 3, and 8) [36]. Although no specific inhibitors for HDAC1 and HDAC2 exist to our knowledge, we tested the HDAC3 inhibitor RGFP966 (TargetMol, T1762) and the HDAC8 inhibitor PCI-34051 (TargetMol, T6325) on UM cells and found that neither was potent, alone or in combination (Supplementary Fig. 1B, C). We tested romidepsin from two different sources (TargetMol T6006, Sigma SML1175) and included an additional primary *BAP1*-mutant UM cell line we generated (UMM66) (Fig. 2A). Both romidepsin batches showed similar potency in all cell lines, including UMM66 (IC_50_ = 2.4–5.7 nM). Together, these data highlight romidepsin as the most potent compound in vitro, potentially acting through specific inhibition of class I HDACs, particularly HDAC1 and HDAC2.

**Fig. 2:**
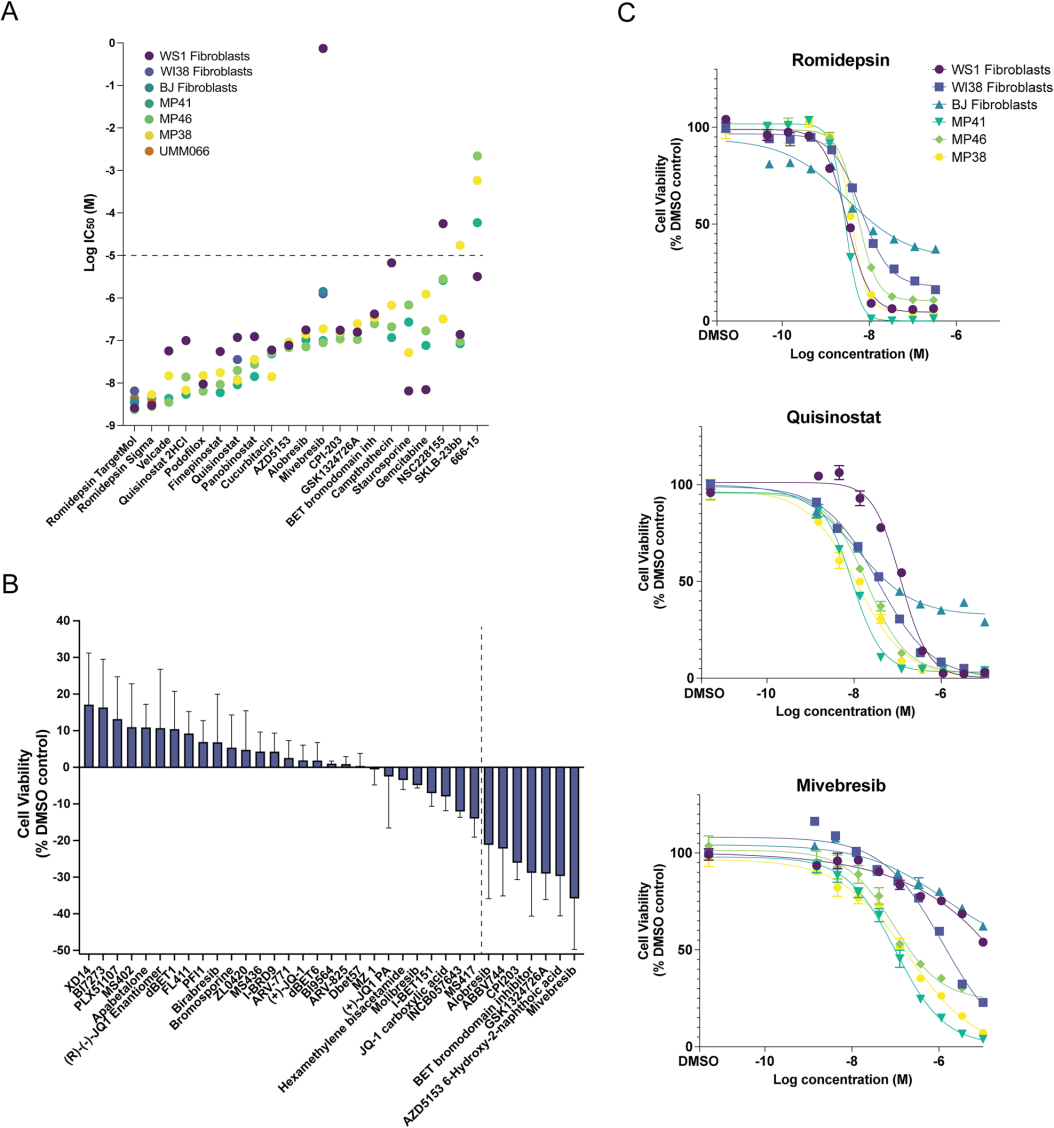
Responses to lead compounds in UM cell lines and normal fibroblasts. **A** Log IC_50_ values of the lead compounds tested in UM cell lines and normal fibroblasts. The dotted line indicates the highest concentration of drug tested (10 μM); hence, for the values above, the IC_50_ was likely not able to be calculated accurately. *n* = 4 replicates for each concentration tested. **B** Mean difference in percent cell viability of three UM cell lines (MP41, MP38, MP46) relative to the DMSO control of all BET inhibitor treatments (72 h, 1 μM) tested in primary screen. Error bars represent SEM. Compounds to the right of the dotted line were identified as hits causing significant cell death in the primary screen. **C** Concentration-response curves of the top candidates (romidepsin, mivebresib, and quisinostat) for UM and fibroblast cell lines. *n* = 4 per concentration tested. Center values represent mean viability, error bars indicate SEM.

### BET inhibition in uveal melanoma cells

To explore non-specific toxicities, we performed viability assays with a non-cancerous WS1 fibroblast cell line (Fig. 2A). Fimepinostat (WS1 IC_50_ ≈ 55 nM, UM IC_50_ ≈ 11 nM) and panobinostat (WS1 IC_50_ ≈ 124 nM, UM IC_50_ ≈ 26 nM) demonstrated 4- to 5-fold lower toxicity to non-transformed cells. Additional drugs with lower cytotoxicity to normal cells included velcade (WS1 IC_50_ ≈ 57 nM, UM IC_50_ ≈ 8 nM), campthothecin (WS1 IC_50_ ≈ 7 µM, UM IC_50_ ≈ 334 nM), and quisinostat (WS1 IC_50_ ≈ 118 nM, UM IC_50_ ≈ 14 nM).

Most of the 35 BET inhibitors tested in the primary screen were not efficient in reducing UM cell viability (Fig. 2B). However, the BET inhibitor mivebresib showed minimal toxicity in normal fibroblasts (WS1 IC_50_ > 10 μM), while being among the most potent BET inhibitors tested (UM IC_50_ ≈ 125 nM) (Fig. 2). These data highlight the significant heterogeneity in the responses of UM cells to different BET inhibitors.

Thus, we selected mivebresib and quisinostat for subsequent testing due to their strong activity in UM cells and lower toxicity to fibroblasts, and included romidepsin due to its high potency and FDA approval for T-cell lymphoma treatment. Romidepsin, quisinostat, and mivebresib were tested on two additional fibroblast cell lines, WI38 and BJ. Consistent with our initial findings, mivebresib exhibited low cytotoxicity in fibroblasts (IC_50_ > 1 μM), while quisinostat demonstrated approximately four-fold selectivity, with an average IC_50_ of 55 nM in fibroblasts compared to 14 nM in UM cells. In contrast, romidepsin showed similar toxicity in both UM and fibroblast cell lines (Fig. 2C). Notably, despite having comparable IC_50_ values to cancer cells, some fibroblasts, particularly BJ cells, exhibited markedly higher resistance to treatment, retaining ~30–40% viability at the highest doses tested, whereas UM cells showed near-complete loss of viability (Fig. 2C).

Although treatment of the primary UM tumors has a high rate of success, approximately half of all patients develop fatal metastases, primarily in the liver. Thus, we tested our lead compounds in a metastatic UM mouse model. We evaluated multiple UM cell lines and found that MP41 cells metastasize predominantly to the liver when injected into the tail vein. MP41 is a *BAP1*-wildtype cell line derived from an aggressive UM case that had spread to multiple organs and has features of *BAP1*-mutant UM, including monosomy 3 [37]. We deemed this model as most suitable to explore the inhibition of metastatic growth in the liver, as we did not find significant differences between MP41 and the *BAP1*-mutant cell lines MP46 and MP38 regarding drug sensitivity.

Preliminary toxicity assays were conducted to determine optimal drug doses. Drug treatments were initiated seven days after the injection of luciferase-labelled MP41 cells (Fig. 3A). Quisinostat and romidepsin treatments did not significantly improve survival rate (*p* > 0.10), with median survival rates between 83 and 89 days after tumor cell injection (Fig. 3B). Mivebresib treatment improved median survival by nearly 50%, from 84 to 121 days (*p* = 0.01) (Fig. 3B, E). Ex vivo IVIS imaging revealed that mivebresib prevented metastases to the femur and spinal cord, which were detected in all other experimental groups at humane experimental endpoint (Fig. 3C, D).

**Fig. 3:**
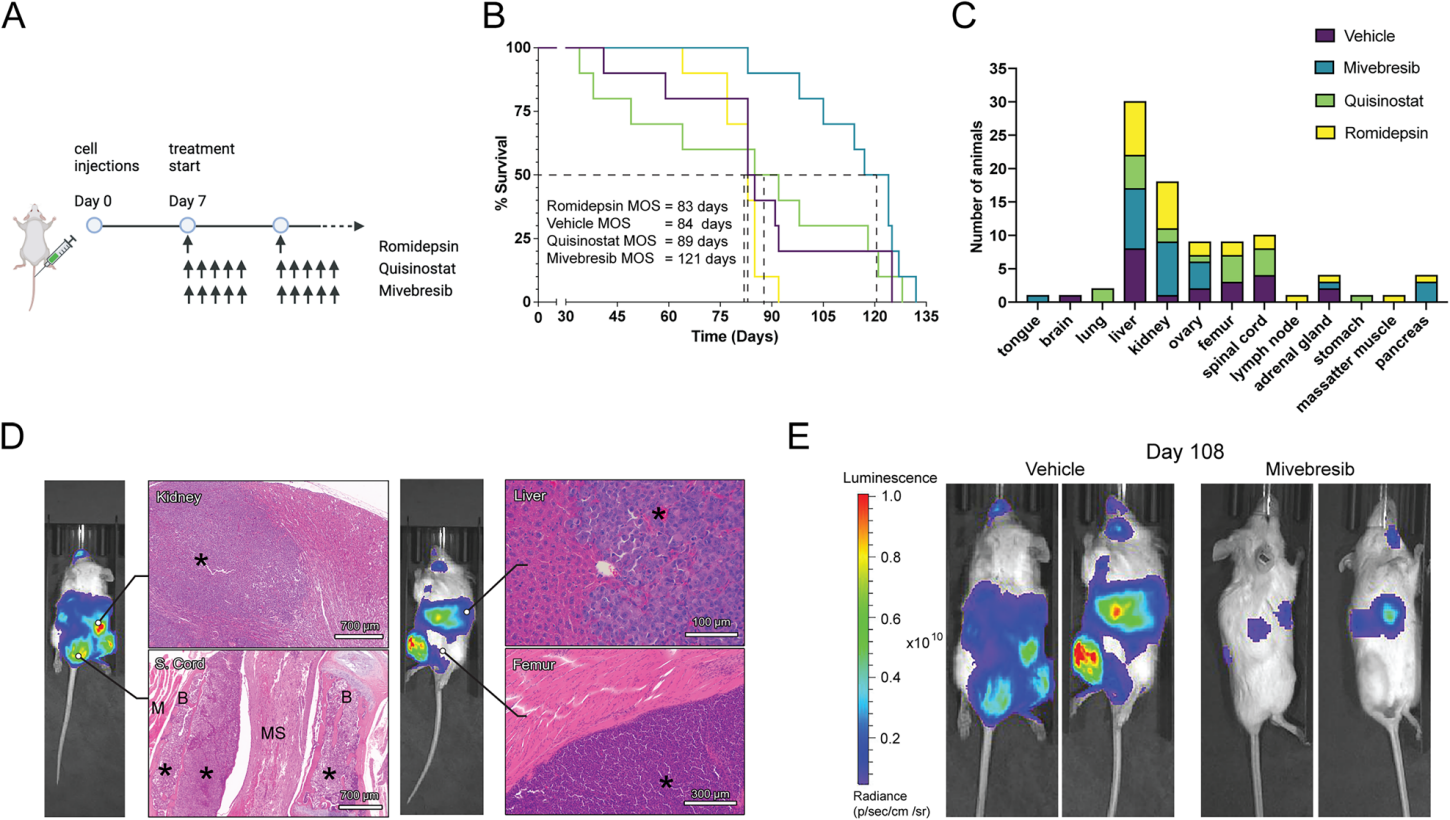
BET inhibition reduces metastatic UM growth in vivo. **A** Experimental outline and timeline of treatments in the metastatic UM mouse model. **B** Percent survival of mice in each treatment group (*n* = 10 per group) over the course of 135 days. Median overall survival (MOS) in days of each treatment group is listed. **C** Bar graph depicting the number of mice in each treatment group with metastatic foci detected in different organs. **D** Representative histopathological images of kidney, spinal cord (S. cord), liver, and femur metastases from the vehicle-treated group. (* = tumor cells; M = muscle; B = bone; MS = medulla spinalis). **E** Representative IVIS images of mice in the vehicle and mivebresib treatment groups on day 108. Luminescence/radiance in p/sec/cm^2^/sr.

To test whether long-term in vivo treatments led to the development of drug-resistant metastases, we extracted UM cells from mice liver metastases from all treatment groups and performed concentration-response testing with romidepsin, quisinostat, and mivebresib. No significant resistance was detected in any of the groups relative to cells extracted from mice in the vehicle treatment group (Supplementary Fig. 2).

### Transcriptomic changes associated with HDAC and BET inhibition

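The data examined here are from MP38, a BAP1-mutant UM cell line; the MP41 and MP46 libraries were not analysed here. MP38 cells were treated for 24 h with 40 nM romidepsin, 40 nM quisinostat or 1200 nM mivebresib in 0.1% DMSO, or with 0.1% DMSO alone as the control. Romidepsin and quisinostat inhibit histone deacetylases (HDAC), and mivebresib blocks the bromodomains of BET proteins. Each of the 4 groups had 2 libraries of bulk RNA sequencing, from separate wells. The paper sequenced them as paired-end reads. The authors deposited the number of reads counted per gene symbol, without normalization, and these totals are the depth used here. The control libraries held 29359024 and 29147977 counts, the romidepsin libraries 29068125 and 29150495, the quisinostat libraries 28919626 and 28787073, and the mivebresib libraries 28735179 and 28483235. The aligner, genome build and annotation behind the counts are not named in the paper's text, nor whether the counting used strand, so genes that overlap on opposite strands could share counts. Counts of all 8 libraries entered a single edgeR model with TMM scaling, 15085 genes passed its filter on low counts, and each drug was compared with the control by the quasi-likelihood test. Genes were called at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.05 and a log2 FC beyond 1.5 in either direction. The paper instead analysed the libraries with limma through BioJupies. Replicates differed by more than the sampling noise of the counts in every group, and most in the control, where the chi-square statistic per degree of freedom was 58.1 against 9.53 for romidepsin, 9.79 for quisinostat and 9.52 for mivebresib. With 2 libraries per group, 1 control library carries weight in every comparison.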

To elucidate the mechanistic differences of HDAC and BET inhibition in UM, we performed bulk RNA sequencing on UM cell lines treated with romidepsin, quisinostat, and mivebresib. A 24-hour treatment time point was selected to capture early transcriptional responses. Drug concentrations were selected based on preliminary toxicity assays to ensure minimal cell death while eliciting phenotypic effects (Supplementary Fig. 3). Romidepsin, quisinostat, and mivebresib each induced unique morphological changes in MP41 cells, with both HDAC inhibitors causing a flattened morphology, whereas mivebresib-treated cells displayed mixed morphologies including flat and spindle-shaped cells (Fig. 4A). Similar changes were observed in all cell lines, with unique gene expression changes for each compound and a clear separation by principle component analysis (PCA) (Fig. 4B, C; Supplementary Figs. 4B, C and 5B, C). Both HDAC inhibitors resulted in an overall increase in gene expression (Fig. 4D, E; Supplementary Figs. 4D, E and 5D, E), consistent with HDAC inhibitors leading to increased histone acetylation and chromatin accessibility [38]. 

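In MP38 cells, the libraries of each group lay closer to each other than to any other library. The Euclidean distance between replicates, over the log2 CPM of all tested genes, was 57.6 for the control, 44.4 for romidepsin, 36.7 for quisinostat and 48.2 for mivebresib, while the smallest distance between libraries of different groups was 82.7. Among all ways to pair the 8 libraries, the true pairing had the smallest summed distance (one-sided exact permutation test, p = 0.00952, the smallest p that this design allows). The first principal component carried 53.3% of the variance and the second 28.7%. Genes called for only 1 of the drugs numbered 19 upregulated and 27 downregulated for romidepsin, 943 and 100 for quisinostat, and 213 and 616 for mivebresib. These genes are unique to a drug by the thresholds alone, and the difference between drugs was not tested for each of them.

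**Figure D1:**
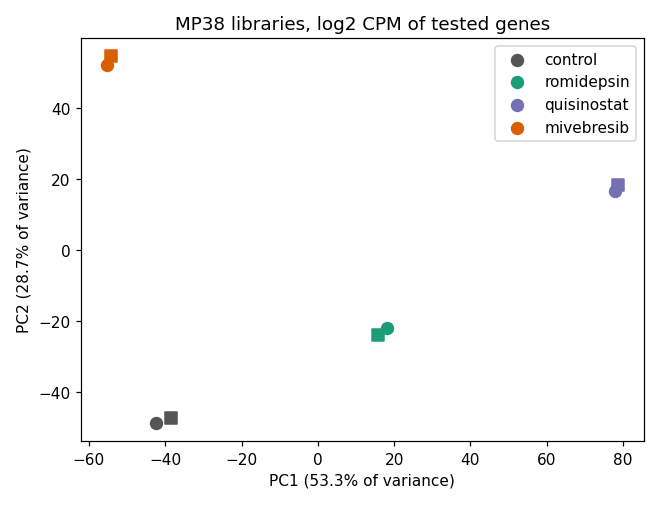
Principal component scores of the 8 MP38 libraries from log2 CPM, with the first component on the horizontal axis (53.3% of the variance) and the second on the vertical axis (28.7%). Each point is a library, coloured by treatment, with circles for replicate 1 and squares for replicate 2, and the replicates of each treatment lie next to each other.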

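In MP38, romidepsin upregulated 569 genes and downregulated 47, a ratio of 12.1 to 1. Quisinostat upregulated 1689 genes and downregulated 156, a ratio of 10.8 to 1. Of all genes whose log2 FC went beyond 1.5 regardless of p, 88.7% were higher with romidepsin and 90.9% with quisinostat. The excess was smaller or absent without a threshold on the fold change. At an adjusted p below 0.05 alone, romidepsin raised 2293 genes and lowered 2377, quisinostat raised 4231 and lowered 3793, while limma on the authors' quantile-normalized table called 792 upregulated and 412 downregulated genes for romidepsin and 1633 and 1244 for quisinostat. The median log2 FC of all tested genes was -0.012 and -0.0036. TMM scaling sets most genes near no change, so these counts describe changes relative to the bulk of genes and not total RNA per cell. Without TMM factors the median gene was at 0.059 with romidepsin and at 0.20 with quisinostat. As a ratio, the downregulated counts moved most without the fold-change threshold, and the upregulated counts with a mean CPM of at least 5, which left 133 upregulated and 14 downregulated genes for romidepsin and 427 and 70 for quisinostat.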

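Mivebresib upregulated 598 genes and downregulated 657 in MP38 cells, a ratio of 0.910 to 1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among genes beyond a log2 FC of 1.5 regardless of p, 50.3% were higher, and the share ran from 46.6% without mivebresib replicate 2 to 55.2% without control replicate 2. The order of both counts depended on the scaling: with upper-quartile factors, 634 genes were upregulated and 613 downregulated. It also differed with expression level. Among genes with an average log2 CPM of at least 3, 115 were upregulated and 266 downregulated, whereas among genes with less, 483 were upregulated and 391 downregulated.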

Mivebresib treatment, on the other hand, resulted in more downregulated than upregulated genes in all cell lines (Fig. 4D, E; Supplementary Figs. 4D, E and 5D, E), in concordance with BET inhibitors preventing the binding of bromodomain (BRD) proteins to acetylated histones, which typically initiate transcription by recruiting transcriptional machinery to acetylated sites [39, 40].

**Fig. 4:**
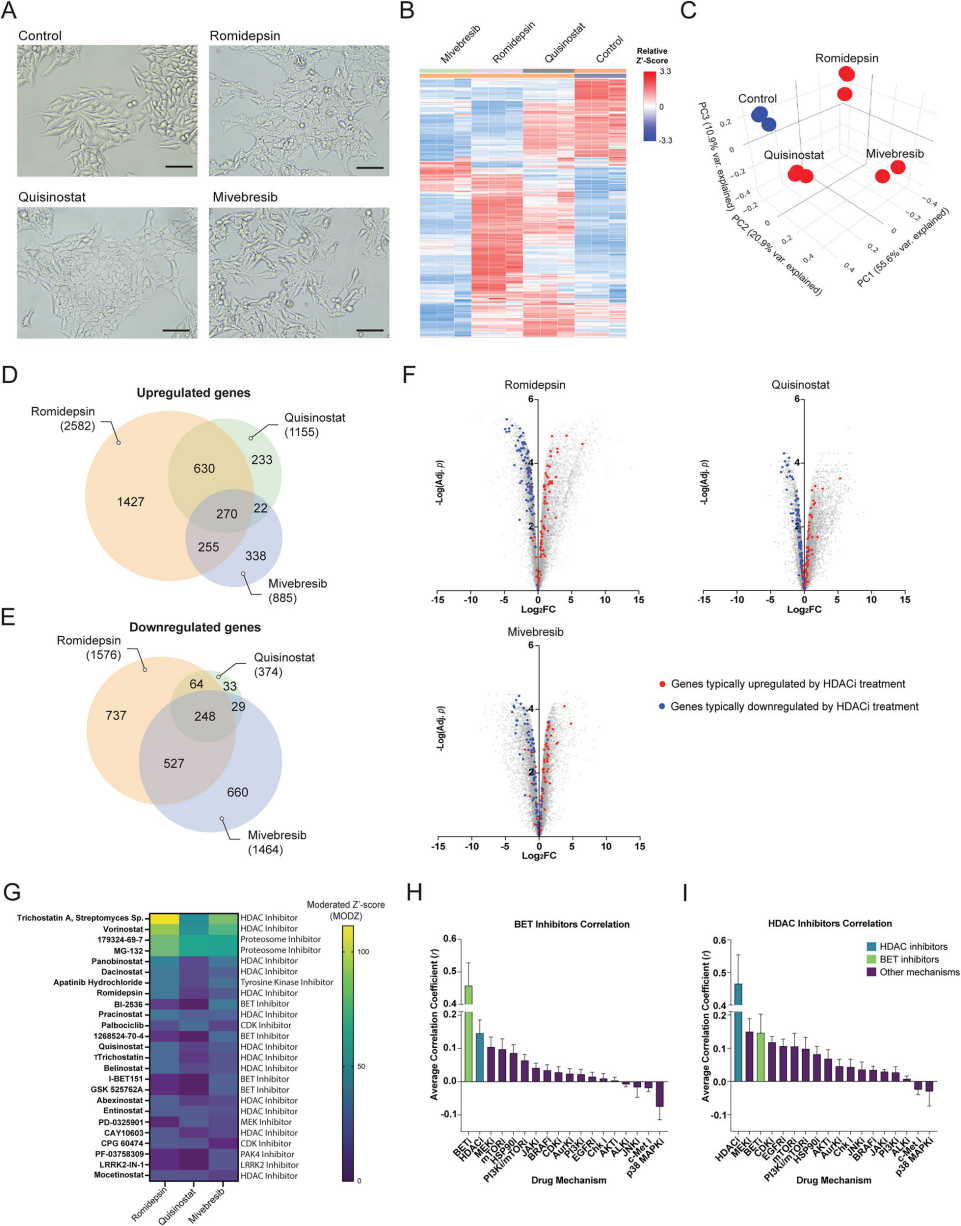
Gene expression changes following BET and HDAC inhibition. **A** Images of MP41 cells treated with each compound for 24 hours. Scale bar = 100 µm. **B** Heatmap clustering of relative Z’-scores for differences in gene expression per treatment group (*n* = 3 per condition). **C** PCA analysis of replicates for each treatment in MP41 cells. **D** Venn diagram depicting overlaps between the treatment groups of significantly upregulated (Adj. *p* < 0.05, log_2_ FC > 1.5) and **E** downregulated genes in MP41 cells (Adj. *p* < 0.05, log_2_ FC < −1.5). **F** Volcano plot of changes in gene expression in MP41 cells relative to the control for each treatment group. Blue and red dots are the 180 genes found to be consistently dysregulated as a result of eight HDAC inhibitor treatments in iLINCS. Red dots are genes that were consistently upregulated by HDAC inhibitor treatments (*n* = 77), while blue dots are genes that were consistently downregulated (*n* = 103). For the HDAC inhibitors considered and transcriptional consensus signatures from which this list was derived, see Supplementary Data 2. For list of genes selected and their direction of change, see Supplementary Data 3. **G** Heatmap of moderated Z’-score (MODZ) of compounds inducing similar gene expression signatures to MP41 cells treated with romidepsin, quisinostat, and mivebresib using iLINCS connected perturbation analysis. Higher MODZ indicates greater similarity. **H** Bar graph of the mean correlation coefficient (*r*) of drugs with each mechanism to BET inhibitors. Error bars represent SEM. **I** Bar graph of the mean correlation coefficient of drugs with each mechanism to HDAC inhibitors. Error bars represent SEM. For full correlation matrix, see Supplementary Data 4.

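In MP38 cells, 385 (64.4%) of the genes that mivebresib upregulated were also upregulated by romidepsin or quisinostat, 5.68 times the 67.8 expected if the calls were independent. Of its downregulated genes, 41 (6.24%) were shared, 5.12 times the 8.01 expected. All 3 drugs shared 183 upregulated and 3 downregulated genes. The drugs were compared with the same control libraries, which by itself makes their results alike. In 40 simulated data sets with unchanged groups against shared controls, at most 1 upregulated and 1 downregulated gene were shared, but a mean of only 0.85 genes were called. The simulation gave every group the same spread, whereas the real controls differed more from each other than the libraries of any drug. It may therefore understate the noise from the controls. It covers shared controls acting alone with that spread, and not how far they raise the overlap of genes that do change. Across the tested genes, which are not independent replicates, the log2 FC of mivebresib had a Pearson correlation of 0.38 with romidepsin (Spearman 0.31) and 0.40 with quisinostat (Spearman 0.34), against 0.82 between romidepsin and quisinostat (Spearman 0.72). The same simulated groups gave a mean correlation of 0.51, but in them every change was noise. In the data many genes did change, so 0.51 is no yardstick for the correlations of mivebresib with the HDAC inhibitors. With a separate control library for each drug, a comparison chosen after the data were seen, they were 0.27 and 0.22 for romidepsin and 0.33 and 0.31 for quisinostat.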

Despite their different mechanisms, we found a significant overlap in gene expression changes elicited by HDAC and BET inhibitors (Fig. 4D, E; Supplementary Figs. 4D, E and 5D, E). To further investigate this finding, we compiled a list of genes consistently up- and down-regulated by HDAC inhibitors across various cancers using the Library of Integrated Network-based Cellular Signature (iLINCS) [41] database, and found that most of these genes were not only up- and down-regulated by HDAC inhibitor treatments in UM cells, but also following BET inhibition with mivebresib (Fig. 4F; Supplementary Fig. 4E, F). We performed an iLINCS connected perturbations analysis, which included gene signatures from various cancer and cell models, and found that mivebresib treatment of UM cells causes a gene expression shift that is most similar to HDAC inhibitors (Fig. 4G; Supplementary Fig. 4G, I). Similarly, correlation analysis of Transcriptional Consensus Signatures (TCS) across compound classes (Supplementary Data 4) revealed BET inhibition to be most similar to HDAC inhibition (*r* = 0.1458) (Fig. 4H). HDAC inhibition was also most similar to MEK (*r* = 0.1494) and BET inhibition (Fig. 4I).

Together, these data show that while BET inhibition may be less toxic and more efficient at reducing the growth of metastatic UM, the gene expression changes elicited by BET and HDAC inhibitors have significant overlap.

### HDAC and BET inhibition reverse transcriptomic signatures associated with high metastatic risk

Clinically, UM can be accurately stratified into metastatic risk groups, namely class 1 (low-risk) and class 2 (high-risk), using a gene expression panel of 12 genes [42–44]. 

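PRAME (ENSG00000185686) lies on chromosome 22 from 22547701 to 22559361 in GRCh38. In the control MP38 libraries it had 85 and 118 counts or 3.66 ± 0.919 CPM (SD, n = 2), which is low but above the limit of 3 counts per library. No library of MP41 or MP46 was compared with these.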

An additional biomarker of high metastatic risk for both class 1 and class 2 UM is the expression of *PRAME* [45–47], which is expressed in MP41 and MP46, but not MP38. We found that treatment of UM cells with HDAC and BET inhibitors reversed the high-risk gene expression signature, with high-risk biomarkers such as *HTR2B* and *PRAME* being downregulated (Fig. 5A, B; Supplementary Fig. 5G). Accordingly, genes with low expression in class 2 tumors, such as *ROBO1* and *LMCD1*, were upregulated following treatments (Fig. 5A, B; Supplementary Fig. 5G).

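In MP38, HTR2B (chromosome 2, 231108230 to 231125118 in GRCh38) fell from 449 ± 104 CPM (SD, n = 2) in the control to 227 ± 17.2 with quisinostat (log2 FC -0.98, standard error 0.15, edgeR adjusted p = 0.00085) and to 74.7 ± 8.11 with mivebresib (log2 FC -2.59, standard error 0.16, adjusted p = 9.6e-06). With romidepsin it stood at 446 ± 3.56 CPM, a log2 FC of -0.0095 with a standard error of 0.15 (adjusted p = 0.969), a change smaller than the spread between control replicates. Its sign turned with the setting (0.065 without TMM factors) and with the library left out (0.25 without control replicate 2). HTR2B overlaps PSMD1 on the opposite strand, whose log2 FC was -0.052, 0.15 and 0.47 for romidepsin, quisinostat and mivebresib. PRAME fell with mivebresib to 1.12 ± 0.116 CPM (log2 FC -1.70, adjusted p = 0.0019). Its log2 FC of 0.20 with romidepsin (adjusted p = 0.567) and -0.37 with quisinostat (0.256) did not exceed the spread between replicates. CDH1, also higher in class 2 tumors, rose with romidepsin (log2 FC 1.46, adjusted p = 0.00545) and quisinostat (1.18, 0.00733) and fell with mivebresib (-1.53, 0.00927), at 37 and 62 counts in the control. Of the 12 panel genes, 5 moved against the class 2 pattern at an adjusted p below 0.05 with romidepsin, 6 with quisinostat and 6 with mivebresib, and 2 moved with it under each drug. The counts were the same when adjusted over the list alone.

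**Figure D2:**
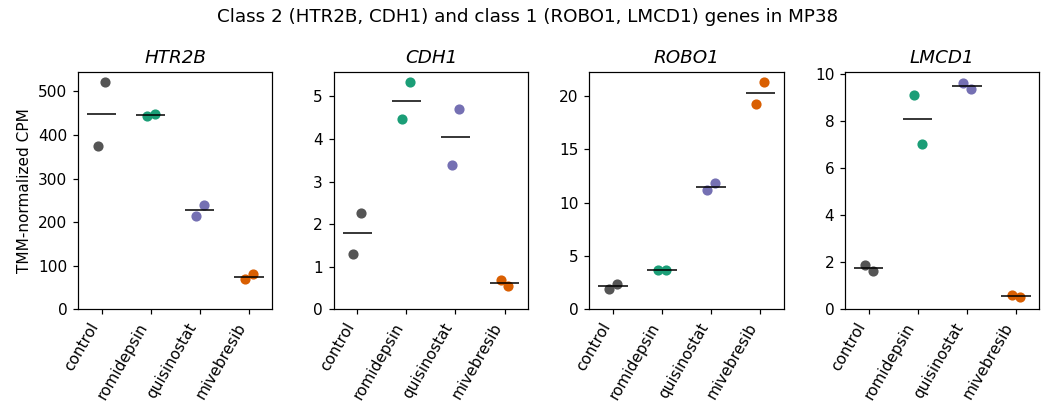
TMM-normalized CPM of HTR2B, CDH1, ROBO1 and LMCD1 in MP38, on a linear axis from 0 in each panel. Each point is 1 of 2 libraries per treatment and the line is their mean; HTR2B stands at 449 CPM in the control and 74.7 with mivebresib, and LMCD1 is above the control with both HDAC inhibitors and below it with mivebresib.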

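ROBO1 (chromosome 3, 78597240 to 79767815) rose in MP38 from 2.16 ± 0.352 CPM (SD, n = 2) in the control to 3.66 ± 0.0173 with romidepsin, 11.5 ± 0.452 with quisinostat and 20.3 ± 1.43 with mivebresib. The log2 FC was 0.76 (edgeR adjusted p = 0.00744), 2.41 (5e-06) and 3.23 (2.1e-06). LMCD1 (chromosome 3, 8501707 to 8574673) rose from 1.76 ± 0.165 CPM to 8.1 ± 1.47 with romidepsin (log2 FC 2.20, adjusted p = 0.000124) and 9.52 ± 0.185 with quisinostat (2.43, 1.4e-05), but fell to 0.581 ± 0.0582 with mivebresib (-1.59, 0.00121). The direct comparison of mivebresib with quisinostat gave a log2 difference of -4.03 (standard error 0.21, adjusted p = 2.4e-06). This standard error was derived from the test statistic and may be too small, as LMCD1 had 17 and 15 counts with mivebresib. Of the 8 panel genes that are lower in class 2 tumors, 5 rose with romidepsin, 5 with quisinostat and 4 with mivebresib at an adjusted p below 0.05. Those that rose with all drugs were ROBO1 and LTA4H (log2 FC 0.70, 1.53 and 1.53). MTUS1 rose with the HDAC inhibitors (1.58 and 1.97) and did not pass the threshold with mivebresib (-0.16, adjusted p = 0.375). It overlaps PDGFRL on the opposite strand, which had 2 and 9 counts in the control and rose with each drug (2.47, 3.02 and 1.39). SATB1 rose with romidepsin (1.06) and quisinostat (2.34) and fell with mivebresib (-1.27, adjusted p = 0.00419), and overlaps TBC1D5, whose log2 FC was -0.081, -0.20 and -0.22. ID2 fell with romidepsin (-0.69) and rose with mivebresib (0.54). From the lower expression of high-risk biomarkers across its UM cell lines, and accordingly the higher expression of genes that are low in class 2 tumors, the paper states that HDAC and BET inhibitors reversed the high-risk signature (Fig. 5A, B and Supplementary Fig. 5G).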

**Fig. 5:**
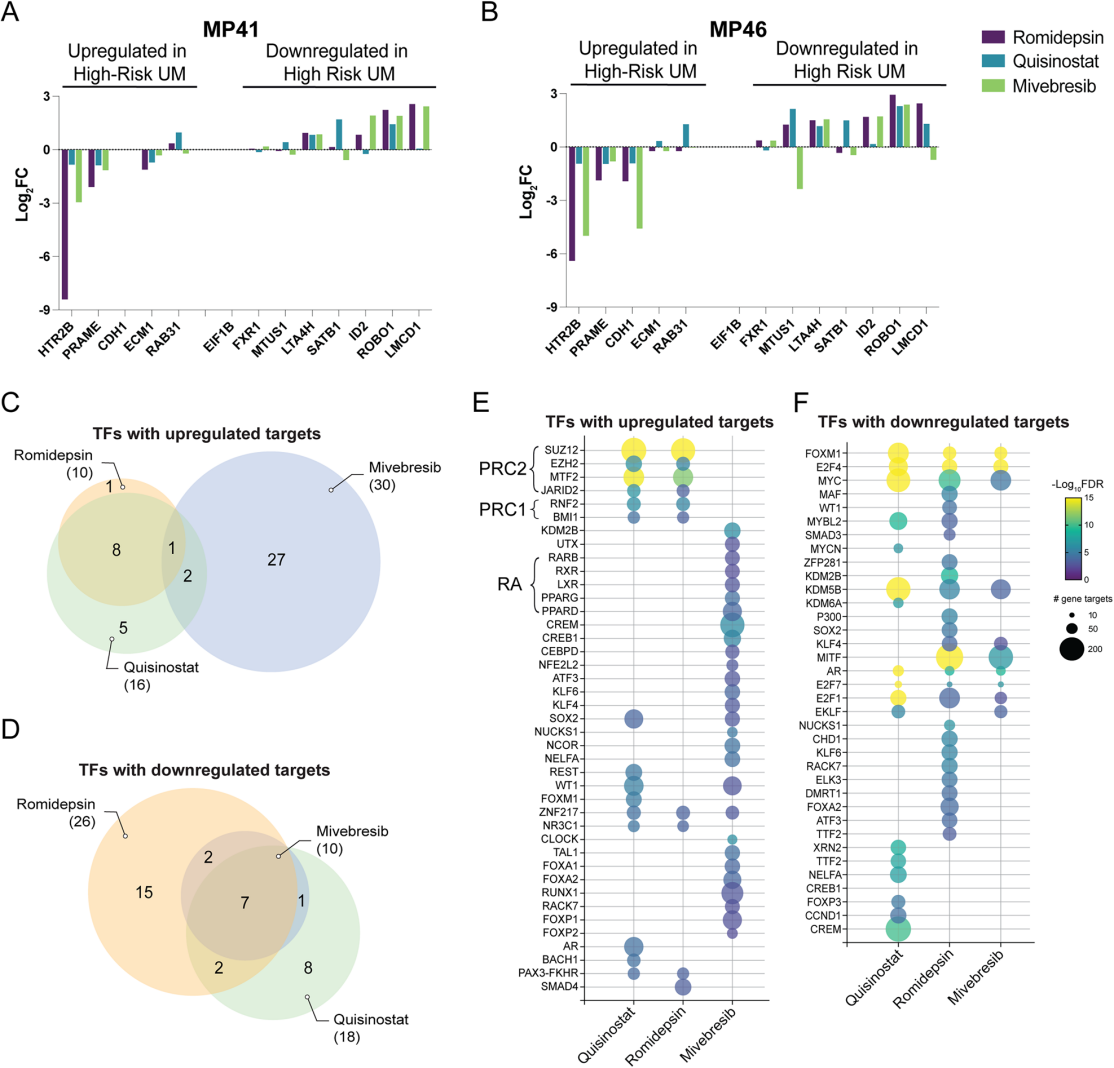
BET and HDAC inhibition reverse high-risk UM signatures through unique mechanisms. **A** Changes in gene expression (log_2_ FC) of genes associated with high-risk UM in drug-treated MP41 and **B** MP46 cells. **C** Venn diagram showing overlaps in predicted transcription factors with upregulated and **D** downregulated gene targets, inferred by gene expression changes induced by each treatment in MP41 cells. **E** Bubble plot of the top predicted transcription factors with upregulated and **F** downregulated gene targets for each treatment in MP41 cells. Color scheme indicates -log_10_ FDR of each predicted transcription factor, and bubble size is determined by the number of corresponding gene targets.

ChIP Enrichment Analysis (ChEA) [48] showed that the most prominent increase in gene expression following HDAC treatments were targets of the polycomb repressive complex (PRC) 1 (RNF2, BMI1) and PRC2 (SUZ12, EZH2, and cofactors MTF2, JARID2), indicating a loss of PRC activity (Figs. 5E and 6J; Supplementary Fig. 4J, L). In MP41 cells, the top differentially regulated transcription factor across all treatments was FOXM1, a factor associated with a more aggressive UM phenotype [49], whose target genes were significantly downregulated by all treatments (Fig. 5F). In MP46 cells, on the other hand, the most significant transcription factor whose targets were downregulated in all treatment groups was MITF, indicating decreased melanocytic cell identity (Supplementary Fig. 4K). Other transcription factors whose targets were commonly downregulated by HDAC and BET inhibitor treatment included oncogenic transcription factor MYC and E2F family members E2F1, E2F4, and E2F7 (Fig. 5F). We found a group of unique transcription factors whose activities were upregulated by mivebresib treatment in the PRAME-expressing cell lines MP41 and MP46 (Fig. 5C; Supplementary Fig. 4H). These factors include retinoic acid receptors RXR and RARβ and their binding partners LXR, PPARγ, and PPARδ (Fig. 5E), which regulate pathways involved in neuronal differentiation [50–52].

**Fig. 6:**
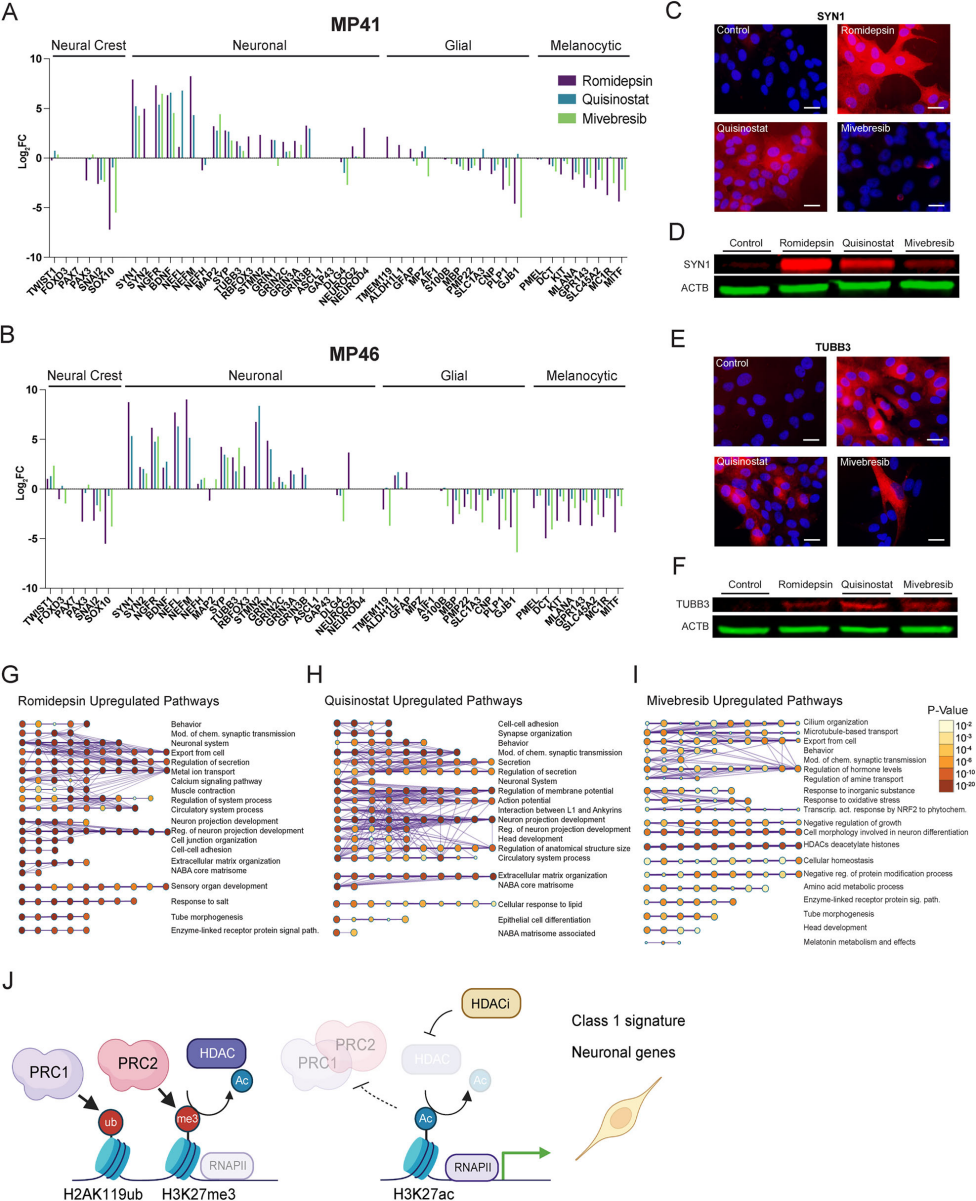
BET and HDAC inhibition induce a neuronal phenotype in UM cells. **A** Changes in the expression (log_2_ FC) of genes associated with some neural-crest-derived cell identities in drug-treated MP41 and **B** MP46 cells. **C** Immunofluorescence images of 24-hour drug-treated MP41 cells. Red fluorescence is Synapsin 1 (SYN1), and blue is DAPI. Scale bar = 25 μm. **D** Immunoblot of SYN1 in 24-hour drug-treated cells with a *β*-Actin (ACTB, green) control. **E** Immunofluorescence images of 24-hour drug-treated MP41 cells. Red fluorescence is *β-*Tubulin III (TUBB3), and blue is DAPI. Scale bar = 25 μm. **F** Immunoblot of TUBB3 in 24-hour drug-treated cells with an ACTB (green) control. **G**–**I** Gene interaction networks of upregulated pathways in MP41 cells predicted from significantly upregulated genes (Adj. *p* < 0.05, log_2_ FC > 1.5) in each treatment group show enrichment for neuronal pathways. **J** Schematic representation of HDAC inhibition impairing PRC activity, leading to elevated expression of PRC target genes, including neuronal genes and those associated with a class 1 phenotype.

### BET and HDAC inhibition induce neuronal phenotype in UM cells

We observed that several genes associated with a neuronal cell identity, including *NEFM* (Neuronal Filament Medium), *SYN1* (Synapsin 1), and *NGFR* (Nerve Growth Factor Receptor), were upregulated in UM cells following HDAC or BET inhibitor treatment, more markedly in PRAME-positive cells (Fig. 6A, B). 

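In MP38, SOX10 (chromosome 22, 37970686 to 37987422) fell from 209 ± 10.3 CPM (SD, n = 2) in the control to 159 ± 14.1 with romidepsin (log2 FC -0.39, edgeR adjusted p = 0.0141), 110.2 ± 5.15 with quisinostat (-0.92, 8.3e-05) and 55.0 ± 3.12 with mivebresib (-1.93, 3.8e-06). With the 4 libraries of the comparison alone, the change with romidepsin did not pass the adjusted p threshold (-0.37). Only the change with mivebresib went beyond a log2 FC of -1.5. SOX10 overlaps POLR2F on the opposite strand, whose log2 FC was -0.33, 0.11 and 0.11. MLANA stood at 206 ± 19.2 CPM in the control and 187 ± 14.3 with romidepsin, a difference within the spread between replicates (log2 FC -0.14, adjusted p = 0.281). MLANA overlaps KIAA2026 on the opposite strand (log2 FC -0.24, 0.021 and -0.30). MLANA fell to 99.6 ± 1.34 with quisinostat (-1.05, 4.4e-05) and 81.8 ± 2.28 with mivebresib (-1.33, 1.8e-05). MITF stood at 350.1 ± 0.888 CPM in the control and 301 ± 10.5 with romidepsin (log2 FC -0.22, adjusted p = 0.0587), and fell to 133 ± 0.845 with quisinostat (-1.39, 4.2e-06) and 126 ± 3.14 with mivebresib (-1.47, 4.7e-06). For MITF the direct comparison of mivebresib with quisinostat showed no difference beyond error (log2 difference -0.074, adjusted p = 0.433).

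**Figure D3:**
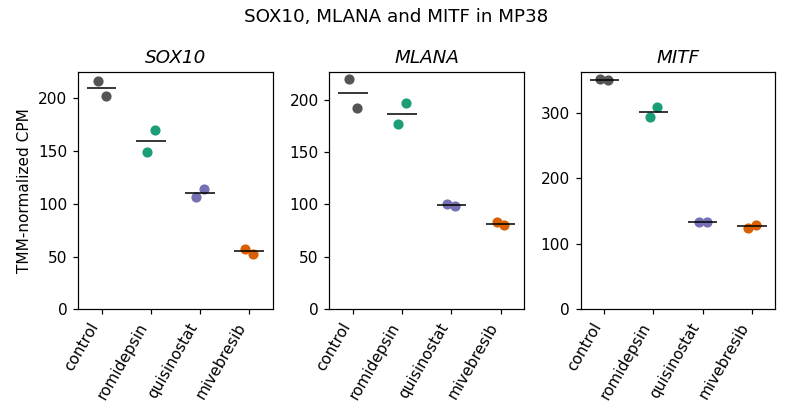
TMM-normalized CPM of SOX10, MLANA and MITF in MP38, on a linear axis from 0 in each panel. Each point is 1 of 2 libraries per treatment and the line is their mean; mivebresib gives the lowest mean for each gene, at 55.0, 81.8 and 126 CPM.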

Neural crest and melanocytic identity genes, including *SOX10*, *MLANA*, and *MITF*, were highly downregulated (Fig. 6A, B; Supplementary Fig. 5H). Upregulation of neuronal genes in drug-treated MP41 cells was verified by immunoblotting and immunofluorescence staining of neuronal markers *β*-tubulin III (TUBB3) and Synapsin 1 (SYN1) (Fig. 6C–F). Pathway analysis revealed the upregulation of several neuronal pathways following treatments, including synaptic transmission, neuronal projection, action potential, and neuronal differentiation (Fig. 6G–I; Supplementary Fig. 6D–F, J–M). 

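The Metascape terms were not recomputed here. In their place, a list of 69 synaptic genes and a list of 56 voltage-gated channel genes, written by hand, were tested in MP38. Of the synaptic genes 55 were tested, with a median log2 FC of 0.70 with romidepsin (49 genes higher, camera adjusted p = 0.0204), 1.83 with quisinostat (49 higher, 0.0168) and 0.43 with mivebresib (34 higher, 0.267). Of the channel genes 41 were tested, with a median of 0.59 with romidepsin (32 higher, 0.0987), 2.03 with quisinostat (39 higher, 0.0278) and 0.15 with mivebresib (24 higher, 0.489). Some genes had at most 3 counts in every library of a group, and with these at the bound that the counts allow the channel medians were 0.54, 1.77 and 0.016, and the synaptic medians with romidepsin and mivebresib 0.68 and 0.30. Upregulated past both thresholds were 7 synaptic genes with romidepsin, 30 with quisinostat and 4 with mivebresib, and 9, 23 and 6 channel genes. Downregulated past both with mivebresib were 2 synaptic genes and 1 channel gene. At an adjusted p below 0.05 alone, 25, 42 and 20 synaptic genes were higher (27, 43 and 20 adjusted over the list alone), as were 13, 30 and 8 channel genes (13, 31 and 8). Mivebresib also lowered 9 synaptic and 7 channel genes. Its medians leaned on single libraries: without control replicate 2 they were 0.66 (synaptic) and 0.35 (channel), without mivebresib replicate 1 the synaptic median was 0.25, and without mivebresib replicate 2 the channel median was 0.021. The synaptic list was past the threshold with mivebresib under fry (adjusted p = 0.00812), as was the channel list with romidepsin (0.00351). Unlike camera, fry does not compare a list with other genes, so its calls answer a different question.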

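In MP38, 46 DNA replication genes and 44 mitosis genes, from lists written by hand, were tested as groups. The median log2 FC of the DNA replication genes was -0.65 with romidepsin (45 of 46 lower, camera adjusted p = 0.0168), -0.85 with quisinostat (45 lower, 0.0168) and -0.33 with mivebresib (36 lower, 0.111). For mivebresib the DNA replication list was past the threshold with camera's preset correlation and with fry, not with the estimated one. The median of the mitosis genes was -0.72 with romidepsin (44 of 44 lower, 0.0168), -1.07 with quisinostat (44 lower, 0.0168) and -0.67 with mivebresib (41 lower, 0.038). Single genes lower at an adjusted p below 0.05 numbered 34, 38 and 24 for DNA replication (35, 38 and 26 adjusted over the list alone) and 42, 40 and 36 for mitosis (44, 42 and 37). Few went beyond a log2 FC of -1.5: 1 DNA replication gene with romidepsin and 10 with quisinostat, and 6 mitosis genes with quisinostat and 1 with mivebresib.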

All drug treatments induced downregulation of pathways involving DNA replication, cell growth, and proliferation (Supplementary Fig. 6).

Together, these data indicate that HDAC and BET inhibition induce a phenotypic identity switch, pushing cells towards a lower metastatic risk gene expression signature and neuronal cell identity (Fig. 6J).

## Discussion

Treatment options for metastatic UM are limited, with the only FDA-approved drug prolonging overall survival by only six months on average for a subset of patients. Here, we utilized an epigenetic compound screen to identify new vulnerabilities to target UM, as most metastatic UM tumors harbor mutations in the chromatin modifier *BAP1*, leading to global epigenomic changes. HDAC and BET inhibitors were the most efficacious compound classes in vitro. We previously showed that PARP inhibition can reduce the metastatic spread in a mouse model of UM [45]. However, our in vitro experiments did not identify PARP inhibitors as a potent drug class (Fig. 1B, C; Supplementary Fig. 1A), indicating that PARP inhibition acts through mechanisms other than reducing UM cell viability.

HDAC inhibitors are widely considered for the treatment of UM [30, 33] with limited clinical success so far. The class I HDAC inhibitor romidepsin was the most potent compound in our screen in vitro (IC_50_ ≈ 4 nM), but it did not improve the survival rate in our metastatic mouse model (Figs. 2A, C and 3B). Romidepsin is FDA-approved for cutaneous T-cell lymphoma treatment [36] and is potent against various other cancer types in vitro [53–55]. In vivo experiments with romidepsin have been challenging, which may be attributed to its short half-life and potential long-term toxicities [56, 57]. However, its high potency in UM cells highlights class I HDAC inhibition specifically as a potential vulnerability in UM and may warrant further studies with different treatment paradigms and delivery systems to identify an applicable therapeutic window.

BET inhibition, on the other hand, has been less explored for UM treatment. While JQ-1 has demonstrated efficacy in UM cells, it is not tested clinically due to its short half-life, although its analogues may be more promising due to their enhanced pharmacokinetic properties [58–60]. Clinical trials with BET inhibitors PLX51107 (NCT02683395) and PLX2853 (NCT03297424), which included UM patients, both had limited success [60–62]. However, we show that BET inhibitors differ significantly in their efficacy for UM. Our initial panel of compounds included 35 BET inhibitors, most of which did not significantly reduce the viability of UM cells (Fig. 2B). Notably, JQ-1, and several of its analogues (MS417, (R)-(-)-JQ1 enantiomer, birabresib, molibresib, ( + )-JQ1 PA, JQ-1 carboxylic acid) were not efficacious, while two JQ-1 analogues, CPI-203 and BET bromodomain inhibitor (CAS: 1505453-59-7), significantly reduced UM cell viability (Fig. 2B). This demonstrates a high level of diversity in compounds within the same drug class, even among the analogues of the same compound. Further pharmacological characterization is required to elucidate the specific molecular features that drive therapeutic response to UM among BET inhibitors.

We find that the BET inhibitor mivebresib has exceptionally low toxicity towards normal fibroblasts and increases the median overall survival time by 50% in a metastatic UM mouse model (Figs. 2A, C and 3B). Mivebresib additionally prevented the development of detectable spinal cord and femur metastases in our mouse model (Fig. 3C). Bone metastasis occurs in approximately 16% of the patients with metastatic UM, and while spinal cord metastases are rare (1%), brain metastases are more frequent (5%) [63, 64]. Although we did not observe frequent brain metastases in our UM model, the blood-spinal cord barrier (BSCB) is similar to the blood-brain barrier (BBB) in function and morphology, potentially indicating that mivebresib may be able to cross the BSCB/BBB more efficiently than the HDAC inhibitors tested [65, 66]. Mivebresib is an oral, small-molecule pan-BET inhibitor that induces cell death and tumor regression in animal models of malignancies such as myeloid leukemia [67], prostate cancer [68], and small cell lung cancer [69]. In a clinical trial for patients with solid tumors that included 10 UM patients, mivebresib prevented tumor growth and reduced tumor volumes in a subset of UM patients. Although associated with manageable but non-trivial adverse events [70], its activity in this high-risk population, together with our preclinical findings, supports further investigation of BET inhibitors as a potentially feasible therapeutic strategy for metastatic UM.

Despite the high in vitro efficacy of HDAC inhibitors quisinostat and romidepsin, these compounds were less effective in improving survival in vivo (Fig. 3B). To elucidate the mechanisms of action of these compounds, we examined the early gene expression changes they induced in UM cells. While each compound elicited unique transcriptional signatures, we identified a significant overlap in the gene expression changes and enriched pathways induced by HDAC and BET inhibition. We found that HDAC inhibition led to the upregulation of PRC1 and PRC2 target genes, whereas BET inhibition acted through other targets, such as retinoic acid-related pathways (Fig. 5E). While promoting cell death, HDAC and BET inhibition initially cause a phenotypic switch, reversing the clinical class 2 (high metastatic risk) gene expression signature (Fig. 5A, B; Supplementary Fig. 5G). The specific reversal of these key markers shows that both drug classes act by initially pushing tumor cells towards a less aggressive class 1 phenotype, rather than being generally toxic. Previous studies have demonstrated that neural progenitor cells treated with HDAC or BET inhibitors favor a neuronal over glial lineage [71–73]. Similarly, we found that genes associated with glial and melanocytic cells were downregulated, while key neuronal genes and pathways were upregulated (Fig. 6; Supplementary Fig. 5H). 

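In MP38, 8 of the 12 glial genes of Fig. 6 were tested. Their median log2 FC was -0.21 with romidepsin (5 of 8 lower, camera adjusted p = 0.588), 0.077 with quisinostat (4 lower, 0.403) and -0.68 with mivebresib (6 lower, 0.0614), so the list was past the threshold with none of the drugs. Fry does not compare a list with other genes, and by fry the glial list was past the threshold with quisinostat (adjusted p = 0.0254) and mivebresib (0.000258). With quisinostat 4 of the 8 genes were lower and 4 higher, so its call alone does not show a fall of the list. At an adjusted p below 0.05 over all genes, 1 glial gene was lower with romidepsin, 4 with quisinostat and 4 with mivebresib, while 1, 2 and 1 were higher, and the counts were the same when adjusted over the list alone. PMP22 fell by 1.87 on the log2 scale with mivebresib, while SLC1A3 rose with romidepsin (1.18) and quisinostat (1.95). Single libraries moved these medians: without mivebresib replicate 2 the mivebresib median was -1.28, and without control replicate 2 the romidepsin and quisinostat medians were -0.043 and -0.11. The melanocytic list, with 7 of 8 genes tested, had a median of 0.019 with romidepsin (3 lower, 0.854), which was -0.048 without control replicate 1, and of -0.52 with quisinostat (7 lower, 0.0614) and -0.98 with mivebresib (7 lower, 0.0253). Its 5 and 7 genes lower at an adjusted p below 0.05 with quisinostat and mivebresib were also lower when adjusted over the list alone.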

Notably, BET inhibition led to stronger neuronal gene induction in PRAME-expressing cells, potentially through the restoration of retinoic acid signaling repressed by PRAME [74]. Given the shared developmental origin of melanocytes and some neuronal cell types from neural crest [75], these data indicate that the stem-like features of UM cells [76] may allow them to be pharmacologically pushed towards a neuronal phenotype.

Our data reveal the distinct mechanisms through which HDAC and BET inhibitors reduce the viability of UM cells, and demonstrate the efficacy of the BET inhibitor mivebresib in a metastatic UM mouse model. These findings position BET inhibition as a compelling therapeutic strategy for metastatic UM, warranting further clinical investigation.

## Materials and methods

### Cell culture

UM (MP41, MP46, and MP38) and fibroblast (WI38, WS1, BJ) cell line stocks were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). All cells were cultured at 37°C under normoxic conditions (5.0% CO_2_, 20.0% O_2_). Fetal bovine serum (FBS, Neuromics, Edina, MN, USA) used in cell media was heat-inactivated in a water bath at 57°C for 10 minutes. UM cells (MP41, MP46, MP38) were maintained in Dulbecco’s Modified Eagle Medium (D-MEM)/F-12 medium (Thermo Fisher Scientific, Waltham, MA, USA) with 10% heat-inactivated FBS, 2 mmol/L GlutaMAX (Thermo Fisher Scientific), 1 mmol/L Non-Essential Amino Acid (NEAA) cell culture supplement (Cytiva, Marlborough, MA, USA), 0.5× Insulin-Transferrin-Selenium (ITS) (Corning, Corning, NY, USA), and 1× Pen-Strep (10,000 U/mL) (Thermo Fisher Scientific). Fibroblast cell lines (WS1, WI38, and BJ) were cultured separately in Eagle’s Minimum Essential Medium (E-MEM) (ATCC) with 10% heat-inactivated FBS (Neuromics), 1 mmol/L NEAA cell culture supplement (Cytiva), and 1× Pen-Strep (10,000 U/mL, Thermo Fisher Scientific). All cell lines were used at less than 65 passages. All cell lines were verified using short tandem repeat (STR) analysis and tested for mycoplasma contamination with the MycoStrip kit (rep-mysnc-100, Invivogen, San Diego, CA, USA) prior to use.

### Compound screening

For the primary screening, we tested a 932-compound epigenetic library (TargetMol L1200, July 2022; Supplementary Data 1) consisting of inhibitors and activators of epigenetic-modifying enzymes (writers, erasers, and readers). All stock compounds were dissolved in 100% DMSO and tested in duplicates at a test concentration of 1 μM drug and final DMSO concentration of 0.1%. One thousand cells per well were seeded in 384-well white microtiter plates in a humidified incubator at 37°C with 5% O_2_ and 5% CO_2_ overnight (~ 16 h). The cells were then treated with compounds for 72 h. Wells treated with 0.1% DMSO served as negative controls, and velcade (1 μM bortezomib) treatment served as the positive control. Cell viability was assessed by measuring ATP levels using a luminescence-based assay, CellTiter-Glo (Promega, Madison, WI, USA), on a Perkin Elmer Envision Multilabel Plate Reader. Positive hits were compounds that resulted in cell viability falling below the hit cut-offs, which were determined by calculating the mean viability of wells treated with the negative control (0.1% DMSO) for each cell line and subtracting three standard deviations from this mean. This is a stringent cut-off that ensures that only compounds causing a substantial reduction in viability, beyond expected biological variability, are selected. Assays on each plate were considered valid only when the Z’-factor of the plate was equal to or greater than 0.5 (Z’ ≥ 0.5).

### Concentration-response testing

Cell lines were treated using a 10-point 1:3 dilution series starting at a nominal test concentration of 10 μM for all drugs (*n* = 4, 20,000-fold concentration range). Due to the high potency of romidepsin, a lower starting concentration of 300 nM of romidepsin was used in subsequent concentration-response testing. Cell viability was assessed after 72 h of treatment by measuring ATP levels using a luminescence-based assay (CellTiter-Glo, Promega) on a Perkin Elmer Envision Multilabel Plate Reader, and normalized to the viability of cells treated with 0.1% DMSO, which served as the negative control. Four-parameter curve fitting (non-linear regression, log (inhibitor) vs. response, variable slope) was performed using GraphPad Prism to measure the efficacy (% cell viability) and potency (IC_50_) of each compound. Synergy testing with MP38 cells was conducted by first calculating the EC_20_ using non-linear regression (log[agonist] vs. response – FindECanything) in GraphPad Prism based on the concentration-response curves of romidepsin and quisinostat. Concentration–response assays were then conducted for the 12 non-HDAC targeting hit compounds, both alone and in combination with the EC_20_ concentration of either romidepsin or quisinostat. The impact of co-treatment on drug sensitivity was assessed by comparing shifts in IC_50_ values and changes in maximal efficacy (Supplementary Fig. 1D–G).

### Animal studies

The University of Miami Institutional Animal Care and Use Committee (IACUC) approved all animal procedures (reference number: IACUC 21-073). Female NOD Scid Gamma (NSG) mice were obtained from Jackson Laboratory (Stock No. 002374) and bred in-house for one generation. MP41 cells were transduced with retroviruses expressing RFP-luciferase (pMSCV-IRES-luciferase-RFP), and successful transduction was confirmed using an RFP filter on a Zoe cell imager (Bio-Rad, Hercules, CA, USA). RFP-positive cells were sorted and purified using fluorescence-activated cell sorting (FACS), and 100,000 cells were injected intravenously (tail vein) into 16-week-old female NSG mice (*n* = 10 per group). Sample size based on prior studies using this tumor model and experimental design, demonstrating that 10 mice per group are typically sufficient to detect treatment effects ≥40–50% with 80% power at a 5% significance level. Mice were assigned to treatment groups using a pseudo-randomization approach designed to ensure an even distribution of baseline tumor burden. Group allocation was based on the first in vivo bioluminescence imaging (IVIS Spectrum, Revvity) signal (dorsal view), ensuring comparable tumor burden across groups and minimizing allocation bias.

Treatments began seven days post-injection. Drug doses were selected based on prior toxicity testing: 2 mg/kg of romidepsin (TargetMol, T6006) via weekly intraperitoneal (IP) injection, 5 mg/kg of quisinostat (TargetMol, T6055) five times per week via IP injection, and 2 mg/kg of mivebresib (TargetMol, T3712) five times per week via oral gavage. Tumor metastases were monitored weekly during the experiment with IVIS following intraperitoneal injection of d-luciferin (150 mg/kg, Perkin Elmer, 760504). Mice were sacrificed at the humane endpoint (defined as more than 20% weight loss or significant changes in health status, such as paralysis due to spinal cord metastases). No animals were excluded, as no unrelated health issues or technical complications outlined in pre-established exclusion criteria occurred. At the endpoint, metastases in different organs were quantified ex vivo via IVIS. Survival data were analyzed on GraphPad Prism using the log-rank (Mantel-Cox) test, a non-parametric test used to compare survival distributions. All data collection and downstream analyses were performed in a group-blinded manner.

### Isolation and resistance testing of metastatic cells in mouse livers

Following endpoint, tumor-bearing mouse liver tissue was minced and incubated in collagenase Type IV solution (1× D-MEM (Thermo Fisher Scientific) with 400 U/mL Type IV collagenase powder (Thermo Fisher Scientific) and 0.5 μg/mL Amphotericin B solution (Sigma-Aldrich, St. Louis, MO, USA)) overnight at 4°C. Subsequently, cells were seeded in 10 mm tissue culture plates (VWR) in UM cell media and confirmed to be MP41 cells via detection of RFP fluorescence. Drug resistance testing was performed by concentration-response testing (see above), with cells extracted from liver metastases of the vehicle group serving as the control.

### RNA sequencing

For the 24-hour treatment RNA-seq analysis, concentrations were selected through initial testing for concentrations that elicited morphological changes without excessive cell death in 24 hours. Percent cell viabilities for the chosen concentrations were monitored with the Denovix CellDrop FL cell counter by using AOPI (K30520, Denovix, Wilmington, DE, USA) to stain for live and dead cells after 24 h treatment (Supplementary Fig. 3). After concentration selection, 100,000 cells were seeded per well in six-well tissue culture plates (VWR, Radnor, PA, USA) in triplicate for each MP41 and MP46 treatment group (duplicate for MP38). Following cell attachment, cells were treated with romidepsin (40 nM), quisinostat (40 nM), or mivebresib (1200 nM) at a final concentration of 0.1% DMSO in UM media. Wells treated with 0.1% DMSO served as the control group. Total RNA was extracted after 24 hours of treatment using the Quick-RNA MiniPrep kit (Zymo Research, Irvine, CA, USA), and the samples were sequenced by BGI Innomics (Cambridge, MA, USA). All samples were sequenced with over 18 million paired-end reads (150 bp), and passed quality control. The raw files were analyzed using BioJupies to compare each drug-treated group to the control group. Biojupies utilizes *limma*-powered differential expression analysis, which fits a separate linear model to each gene, analyzing all experimental samples simultaneously instead of pairwise comparisons. *Limma* applies moderated t‑tests to compare conditions for each gene, and corrects *p* values for multiple comparisons to obtain adjusted *p* values [77]. Pathway analysis was performed with Metascape [78] using significantly differentially expressed genes (Adj. *p* < 0.05, | log_2_ FC | > 1.5), and transcription factor prediction analysis was performed using ChIP Enrichment Analysis (ChEA) [48].

### iLINCS analysis

To compare the transcriptomic changes caused by our drugs to other perturbations, we used the Library of Integrated Network-based Cellular Signatures (iLINCS) [41] data portal to identify genes dysregulated by HDAC treatments. Using Transcriptional Consensus Signatures (TCS) of HDAC inhibitor treatments obtained from the iLINCS CMAP-L1000 dataset (Supplementary Data 2), we identified 180 genes that were consistently up- or down-regulated as a result of treatment with eight different HDAC treatments (trichostatin A, vorinostat, panobinostat, dacinostat, romidepsin, belinostat, entinostat, mocetinostat) across analyzed cell lines. Genes were selected if they consistently had a positive or negative TCS score across all HDAC treatments (Supplementary Data 3). We then determined the gene expression shifts of these genes as a result of HDAC and BET inhibitor treatment in our cell lines (Fig. 4E, Supplementary Fig. 4E). We additionally used the connected perturbations analysis function of iLINCS to identify compounds eliciting gene signatures similar to those in our study using lists of significantly differentially expressed genes for each treatment group (Adj. *p* < 0.05, | log_2_ FC | > 1.5) (Fig. 4F, Supplementary Fig. 4F). We also used the correlation matrix of TCS’s elicited by compounds in the iLINCS data base (Supplementary Data 4) to calculate the mean correlation coefficient (*r*) of 7 BET inhibitor treatments (JQ-1, (-)-JQ1, (+)-JQ1, JQ1 + SR1277, I-BET, I-BET151, PFI-1) with 7 HDAC inhibitor treatments (entinostat, mocetinostat, rocilinostat, pracinostat, belinostat, vorinostat, MC1568), along with their correlations with the other major drug classes in this dataset (Fig. 4G, H).

### Immunofluorescence of neuronal markers

20,000 MP41 cells per well were seeded in chamber slides (Lab-Tek II, 155382). After cells attached, they were treated with romidepsin (40 nM), quisinostat (40 nM), mivebresib (1200 nM), or 0.01% DMSO (control). Following 24 h treatment, cells were fixed with a 10-minute 4% paraformaldehyde incubation. Immunocytochemistry was performed as described in the Abcam Immunocytochemistry protocol [79]. Cells in each treatment group were incubated with primary antibody for either Synapsin-1 (SYN1, D12G5) (Cell Signaling Technology, Danvers, MA, USA) or *β*-tubulin III (TUBB3, D71G9, Cell Signaling). Alexa-Fluor secondary antibody (IA-11012, Thermo Fisher Scientific) was used for visualization. DAPI (MBD0015, Sigma-Aldrich) diluted 1:10,000 in PBS was added before visualization. The cells were visualized at ×40 on an Olympus CKX53 fluorescent microscope using the Infinity Analyze program.

### Immunoblotting of neuronal markers

100,000 MP41 cells were seeded per well in 6-well tissue culture plates (VWR). After cell attachment, cells were treated with romidepsin (40 nM), quisinostat (40 nM), or mivebresib (1200 nM) at a final concentration of 0.1% DMSO in UM media. Wells treated with 0.1% DMSO served as the control group. Following 24 h treatment, cells were pelleted and lysed with 50 μL of RIPA buffer containing protease inhibitor (Roche Complete ULTRA Tablet, 5892970001). Samples were sonicated and centrifuged at maximum speed (16,000 **×** g) for 15 minutes at 4°C to pellet cellular debris. The supernatants were transferred to new tubes, and protein was quantified with the Pierce BCA assay (Thermo Fisher Scientific). 50 μg of protein was boiled with Laemli buffer + BME at 1/3 of the protein sample for 5 minutes at 95°C. Protein samples were separated on precast polyacrylamide gel (4–15%) (Bio-Rad, 5678084) and transferred to nitrocellulose membrane via Trans-Blot Turbo System (Bio-Rad, 170–4159). Membrane was blocked with 5% bovine serum albumin (BSA) in 0.1% Tween-20 in TBS (TBS-T) for 1 h at room temperature (RT), followed by incubation with primary antibodies for Synapsin-1 (SYN1) (Cell Signaling, D12G5), *β*-tubulin III (TUBB3) (Cell Signaling, D71G9), and *β*-actin (ACTB) (sc-47778, Santa Cruz Biotechnology, Dallas, Texas, USA) diluted in 5% BSA in TBS-T overnight at 4°C. Membranes were washed with TBS-T three times and once with TBS, then incubated in IRDye secondary antibodies (LI-COR, Lincoln, NE, USA, 926-32210, 926-68073) diluted in 5% BSA in TBS-T for 1 h at RT. The membranes were washed with TBS-T three times and once with TBS, then visualized on an Odyssey CLx LI-COR imager.

## Supplementary information

READ ME

Supplementary Table 1

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

OriginalData

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

Raw and processed RNA sequencing data are available on the Gene Expression Omnibus (GEO) data repository under accession numbers GSE294950 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE294950) for MP41 and MP46 and GSE300710 for MP38 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE300710).

## References

[1] Carvajal RD, Sacco JJ, Jager MJ, Eschelman DJ, Olofsson Bagge R, Harbour JW, et al. Advances in the clinical management of uveal melanoma. Nat Rev Clin Oncol. 2023;20:99–115.36600005 10.1038/s41571-022-00714-1

[2] Nathan P, Hassel JC, Rutkowski P, Baurain J-F, Butler MO, Schlaak M, et al. Overall survival benefit with tebentafusp in metastatic uveal melanoma. N Engl J Med. 2021;385:1196–206.34551229 10.1056/NEJMoa2103485

[3] Decatur CL, Ong E, Garg N, Anbunathan H, Bowcock AM, Field MG, et al. Driver mutations in uveal melanoma: associations with gene expression profile and patient outcomes. JAMA Ophthalmol. 2016;134:728–33.27123562 10.1001/jamaophthalmol.2016.0903PMC4966162

[4] Van Raamsdonk CD, Bezrookove V, Green G, Bauer J, Gaugler L, O’Brien JM, et al. Frequent somatic mutations of GNAQ in uveal melanoma and blue naevi. Nature. 2009;457:599–602.19078957 10.1038/nature07586PMC2696133

[5] Van Raamsdonk CD, Griewank KG, Crosby MB, Garrido MC, Vemula S, Wiesner T, et al. Mutations in GNA11 in uveal melanoma. N Engl J Med. 2010;363:2191–9.21083380 10.1056/NEJMoa1000584PMC3107972

[6] Johansson P, Aoude LG, Wadt K, Glasson WJ, Warrier SK, Hewitt AW, et al. Deep sequencing of uveal melanoma identifies a recurrent mutation in PLCB4. Oncotarget. 2016;7:4624.26683228 10.18632/oncotarget.6614PMC4826231

[7] Moore AR, Ceraudo E, Sher JJ, Guan Y, Shoushtari AN, Chang MT, et al. Recurrent activating mutations of G-protein-coupled receptor CYSLTR2 in uveal melanoma. Nat Genet. 2016;48:675–80.27089179 10.1038/ng.3549PMC5032652

[8] Onken MD, Worley LA, Long MD, Duan S, Council ML, Bowcock AM, et al. Oncogenic mutations in GNAQ occur early in uveal melanoma. Investig Opthalmol Vis Sci. 2008;49:5230.10.1167/iovs.08-2145PMC263460618719078

[9] Vader M, Madigan M, Versluis M, Suleiman H, Gezgin G, Gruis NA, et al. GNAQ and GNA11 mutations and downstream YAP activation in choroidal nevi. Br J Cancer. 2017;117:884–7.28809862 10.1038/bjc.2017.259PMC5590000

[10] Harbour JW, Onken MD, Roberson ED, Duan S, Cao L, Worley LA, et al. Frequent mutation of BAP1 in metastasizing uveal melanomas. SCIENCE. 2010;330:1410–3.21051595 10.1126/science.1194472PMC3087380

[11] Harbour JW, Roberson EDO, Anbunathan H, Onken MD, Worley LA, Bowcock AM. Recurrent mutations at codon 625 of the splicing factor SF3B1 in uveal melanoma. Nat Genet. 2013;45:133–5.23313955 10.1038/ng.2523PMC3789378

[12] Martin M, Maßhöfer L, Temming P, Rahmann S, Metz C, Bornfeld N, et al. Exome sequencing identifies recurrent somatic mutations in EIF1AX and SF3B1 in uveal melanoma with disomy 3. Nat Genet. 2013;45:933–6.23793026 10.1038/ng.2674PMC4307600

[13] Durante MA, Field MG, Sanchez MI, Covington KR, Decatur CL, Dubovy SR, et al. Genomic evolution of uveal melanoma arising in ocular melanocytosis. Mol Case Stud. 2019;5:a004051.10.1101/mcs.a004051PMC667202231186267

[14] Durante MA, Rodriguez DA, Kurtenbach S, Kuznetsov JN, Sanchez MI, Decatur CL, et al. Single-cell analysis reveals new evolutionary complexity in uveal melanoma. Nat Commun. 2020;11:496.10.1038/s41467-019-14256-1PMC698113331980621

[15] Field MG, Durante MA, Anbunathan H, Cai LZ, Decatur CL, Bowcock AM, et al. Punctuated evolution of canonical genomic aberrations in uveal melanoma. Nat Commun 2018;9:116.10.1038/s41467-017-02428-wPMC576070429317634

[16] Campagne A, Lee M-K, Zielinski D, Michaud A, Le Corre S, Dingli F, et al. BAP1 complex promotes transcription by opposing PRC1-mediated H2A ubiquitylation. Nat Commun. 2019;10:348.30664650 10.1038/s41467-018-08255-xPMC6341105

[17] Yu H, Mashtalir N, Daou S, Hammond-Martel I, Ross J, Sui G, et al. The ubiquitin carboxyl hydrolase BAP1 forms a ternary complex with YY1 and HCF-1 and is a critical regulator of gene expression. Mol Cell Biol. 2010;30:5071–85.20805357 10.1128/MCB.00396-10PMC2953049

[18] Field MG, Kuznetsov JN, Bussies PL, Cai LZ, Alawa KA, Decatur CL, et al. BAP1 loss is associated with DNA methylomic repatterning in highly aggressive class 2 uveal melanomas. Clin Cancer Res. 2019;25:5663.31285370 10.1158/1078-0432.CCR-19-0366PMC6744995

[19] Kuznetsov JN, Aguero TH, Owens DA, Kurtenbach S, Field MG, Durante MA, et al. BAP1 regulates epigenetic switch from pluripotency to differentiation in developmental lineages giving rise to BAP1-mutant cancers. Sci Adv. 2019;5:eaax1738.31555735 10.1126/sciadv.aax1738PMC6750916

[20] Bakhoum MF, Francis JH, Agustinus A, Earlie EM, Di Bona M, Abramson DH, et al. Loss of polycomb repressive complex 1 activity and chromosomal instability drive uveal melanoma progression. Nat Commun. 2021;12:5402.34518527 10.1038/s41467-021-25529-zPMC8438051

[21] Carbone M, Harbour JW, Brugarolas J, Bononi A, Pagano I, Dey A, et al. Biological mechanisms and clinical significance of BAP1 mutations in human cancer. Cancer Discov. 2020;10:1103–20.32690542 10.1158/2159-8290.CD-19-1220PMC8006752

[22] Némati F, Sastre-Garau X, Laurent C, Couturier J, Mariani P, Desjardins L, et al. Establishment and characterization of a panel of human uveal melanoma xenografts derived from primary and/or metastatic tumors. Clin Cancer Res. 2010;16:2352–62.20371695 10.1158/1078-0432.CCR-09-3066

[23] Adams J, Kauffman M. Development of the proteasome inhibitor Velcade™(Bortezomib). Cancer Investig. 2004;22:304–11.15199612 10.1081/cnv-120030218

[24] Schmittel A, Schmidt-Hieber M, Martus P, Bechrakis N, Schuster R, Siehl J, et al. A randomized phase II trial of gemcitabine plus treosulfan versus treosulfan alone in patients with metastatic uveal melanoma. Ann Oncol. 2006;17:1826–9.16971664 10.1093/annonc/mdl309

[25] Lapadula D, Farias E, Randolph CE, Purwin TJ, McGrath D, Charpentier TH, et al. Effects of oncogenic Gαq and Gα11 inhibition by FR900359 in uveal melanoma. Mol Cancer Res. 2019;17:963–73.30567972 10.1158/1541-7786.MCR-18-0574PMC6445713

[26] Liu LF, Desai SD, LI TK, Mao Y, Sun M, SIM SP. Mechanism of action of camptothecin. Ann N Y Acad Sci. 2000;922:1–10.11193884 10.1111/j.1749-6632.2000.tb07020.x

[27] Gardner TJ, Cohen T, Redmann V, Lau Z, Felsenfeld D, Tortorella D. Development of a high-content screen for the identification of inhibitors directed against the early steps of the cytomegalovirus infectious cycle. Antivir Res. 2015;113:49–61.25446405 10.1016/j.antiviral.2014.10.011PMC4324837

[28] Garg S, Kaul SC, Wadhwa R. Cucurbitacin B and cancer intervention: Chemistry, biology and mechanisms. Int J Oncol. 2018;52:19–37.29138804 10.3892/ijo.2017.4203

[29] Landreville S, Agapova OA, Matatall KA, Kneass ZT, Onken MD, Lee RS, et al. Histone deacetylase inhibitors induce growth arrest and differentiation in uveal melanoma. Clin cancer Res. 2012;18:408.22038994 10.1158/1078-0432.CCR-11-0946PMC3261307

[30] Kuznetsoff JN, Owens DA, Lopez A, Rodriguez DA, Chee NT, Kurtenbach S, et al. Dual screen for efficacy and toxicity identifies HDAC inhibitor with distinctive activity spectrum for BAP1-mutant uveal melanoma. Mol cancer Res. 2021;19:215.33077485 10.1158/1541-7786.MCR-20-0434PMC7864865

[31] Moschos MM, Dettoraki M, Androudi S, Kalogeropoulos D, Lavaris A, Garmpis N, et al. The role of histone deacetylase inhibitors in uveal melanoma: current evidence. Anticancer Res. 2018;38:3817–24.29970501 10.21873/anticanres.12665

[32] Wang Y, Liu M, Jin Y, Jiang S, Pan J. In vitro and in vivo anti-uveal melanoma activity of JSL-1, a novel HDAC inhibitor. Cancer Lett. 2017;400:47–60.28455241 10.1016/j.canlet.2017.04.028

[33] Dai W, Zhou J, Jin B, Pan J. Class III-specific HDAC inhibitor Tenovin-6 induces apoptosis, suppresses migration and eliminates cancer stem cells in uveal melanoma. Sci Rep. 2016;6:22622.26940009 10.1038/srep22622PMC4778058

[34] Nicolas E, Yamada T, Cam HP, FitzGerald PC, Kobayashi R, Grewal SI. Distinct roles of HDAC complexes in promoter silencing, antisense suppression and DNA damage protection. Nat Struct Mol Biol. 2007;14:372–80.17450151 10.1038/nsmb1239

[35] Witt O, Deubzer HE, Milde T, Oehme I. HDAC family: what are the cancer relevant targets?. Cancer Lett. 2009;277:8–21.18824292 10.1016/j.canlet.2008.08.016

[36] VanderMolen KM, McCulloch W, Pearce CJ, Oberlies NH. Romidepsin (Istodax, NSC 630176, FR901228, FK228, depsipeptide): a natural product recently approved for cutaneous T-cell lymphoma. J Antibiot. 2011;64:525–31.10.1038/ja.2011.35PMC316383121587264

[37] Gentien D, Saberi-Ansari E, Servant N, Jolly A, de la Grange P, Némati F, et al. Multi-omics comparison of malignant and normal uveal melanocytes reveals molecular features of uveal melanoma. Cell Rep. 2023;42:113132.10.1016/j.celrep.2023.113132PMC1059824237708024

[38] Slaughter MJ, Shanle EK, Khan A, Chua KF, Hong T, Boxer LD, et al. HDAC inhibition results in widespread alteration of the histone acetylation landscape and BRD4 targeting to gene bodies. Cell Rep. 2021;34:108638.10.1016/j.celrep.2020.108638PMC788605033472068

[39] Dhalluin C, Carlson JE, Zeng L, He C, Aggarwal AK, Zhou M-M, et al. Structure and ligand of a histone acetyltransferase bromodomain. Nature. 1999;399:491–6.10365964 10.1038/20974

[40] Yang Z, Yik JH, Chen R, He N, Jang MK, Ozato K, et al. Recruitment of P-TEFb for stimulation of transcriptional elongation by the bromodomain protein Brd4. Mol Cell. 2005;19:535–45.16109377 10.1016/j.molcel.2005.06.029

[41] Pilarczyk M, Fazel-Najafabadi M, Kouril M, Shamsaei B, Vasiliauskas J, Niu W, et al. Connecting omics signatures and revealing biological mechanisms with iLINCS. Nat Commun. 2022;13:4678.35945222 10.1038/s41467-022-32205-3PMC9362980

[42] Onken MD, Worley LA, Ehlers JP, Harbour JW. Gene expression profiling in uveal melanoma reveals two molecular classes and predicts metastatic death. Cancer Res. 2004;64:7205–9.15492234 10.1158/0008-5472.CAN-04-1750PMC5407684

[43] Harbour JW. A prognostic test to predict the risk of metastasis in uveal melanoma based on a 15-gene expression profile. Methods Mol. Biol. 2014:427–40.10.1007/978-1-62703-727-3_22PMC447629424258991

[44] Harbour JW, Chen R. The DecisionDx-UM gene expression profile test provides risk stratification and individualized patient care in uveal melanoma. PLoS Curr 2013;5:ecurrents.eogt.af8ba80fc776c8f1ce8f5dc485d4a618.10.1371/currents.eogt.af8ba80fc776c8f1ce8f5dc485d4a618PMC362562223591547

[45] Kurtenbach S, Sanchez MI, Kuznetsoff J, Rodriguez DA, Weich N, Dollar JJ, et al. PRAME induces genomic instability in uveal melanoma. Oncogene. 2023:1–11.10.1038/s41388-023-02887-0PMC1087319938030788

[46] Field MG, Decatur CL, Kurtenbach S, Gezgin G, Van Der Velden PA, Jager MJ, et al. PRAME as an independent biomarker for metastasis in uveal melanoma. Clin Cancer Res. 2016;22:1234–42.26933176 10.1158/1078-0432.CCR-15-2071PMC4780366

[47] Harbour JW, Correa ZM, Schefler AC, Mruthyunjaya P, Materin MA, Aaberg TA, Jr. et al. 15-gene expression profile and PRAME as integrated prognostic test for uveal melanoma: first report of collaborative ocular oncology group study no. 2 (COOG2.1). J Clin Oncol. 2024:JCO2400447.10.1200/JCO.24.00447PMC1142156339052972

[48] Lachmann A, Xu H, Krishnan J, Berger SI, Mazloom AR, Ma’ayan A. ChEA: transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. Bioinformatics. 2010;26:2438–44.20709693 10.1093/bioinformatics/btq466PMC2944209

[49] Bai X, Li S, Luo Y. FOXM1 promote the growth and metastasis of uveal melanoma cells by regulating CDK2 expression. Int Ophthalmol. 2024;44:55.38342795 10.1007/s10792-024-02943-yPMC10859341

[50] Quintanilla RA, Utreras E, Cabezas-Opazo FA. Role of PPARγ in the differentiation and function of neurons. PPAR Res. 2014;2014:768594.25246934 10.1155/2014/768594PMC4160645

[51] Simandi Z, Horvath A, Cuaranta-Monroy I, Sauer S, Deleuze J-F, Nagy L. RXR heterodimers orchestrate transcriptional control of neurogenesis and cell fate specification. Mol Cell Endocrinol. 2018;471:51–62.28778663 10.1016/j.mce.2017.07.033

[52] Schmidt A, Vogel R, Holloway MK, Rutledge SJ, Friedman O, Yang Z, et al. Transcription control and neuronal differentiation by agents that activate the LXR nuclear receptor family. Mol Cell Endocrinol. 1999;155:51–60.10580838 10.1016/s0303-7207(99)00115-x

[53] Mayr C, Kiesslich T, Erber S, Bekric D, Dobias H, Beyreis M, et al. HDAC screening identifies the HDAC class I inhibitor romidepsin as a promising epigenetic drug for biliary tract cancer. Cancers. 2021;13:3862.34359763 10.3390/cancers13153862PMC8345689

[54] Panicker J, Li Z, McMahon C, Sizer C, Steadman K, Piekarz R, et al. Romidepsin (FK228/depsipeptide) controls growth and induces apoptosis in neuroblastoma tumor cells. Cell cycle. 2010;9:1830–8.20404560 10.4161/cc.9.9.11543PMC6659113

[55] Li L-H, Zhang P-R, Cai P-Y, Li Z-C. Histone deacetylase inhibitor, Romidepsin (FK228) inhibits endometrial cancer cell growth through augmentation of p53-p21 pathway. Biomed Pharmacother. 2016;82:161–6.27470351 10.1016/j.biopha.2016.04.053

[56] Rivers ZT, Oostra DR, Westholder JS, Vercellotti GM. Romidepsin-associated cardiac toxicity and ECG changes: a case report and review of the literature. J Oncol Pharm Pract. 2018;24:56–62.27708192 10.1177/1078155216673229

[57] Klimek VM, Fircanis S, Maslak P, Guernah I, Baum M, Wu N, et al. Tolerability, pharmacodynamics, and pharmacokinetics studies of depsipeptide (romidepsin) in patients with acute myelogenous leukemia or advanced myelodysplastic syndromes. Clin Cancer Res. 2008;14:826–32.18245545 10.1158/1078-0432.CCR-07-0318

[58] Liu W, Cui Z, Wan Q, Liu Y, Chen M, Cheng Y, et al. The BET inhibitor JQ1 suppresses tumor survival by ABCB5-mediated autophagy in uveal melanoma. Cell Signal. 2025;125:111483.39442901 10.1016/j.cellsig.2024.111483

[59] Chen X, Huang R, Zhang Z, Song X, Shen J, Wu Q. Bet bromodomain inhibition potentiates ocular melanoma therapy by inducing cell cycle arrest. Investig Ophthalmol Vis Sci. 2024;65:11.10.1167/iovs.65.8.11PMC1123290038967943

[60] Croce M, Ferrini S, Pfeffer U, Gangemi R. Targeted therapy of uveal melanoma: Recent failures and new perspectives. Cancers. 2019;11:846.31216772 10.3390/cancers11060846PMC6628160

[61] Patnaik A, Carvajal RD, Komatsubara KM, Britten CD, Wesolowski R, Michelson G, et al. Phase ib/2a study of PLX51107, a small molecule BET inhibitor, in subjects with advanced hematological malignancies and solid tumors. Am Soc Clin Oncol 2018;36:2550.

[62] Liu XL, Run-Hua Z, Pan JX, Li ZJ, Yu L, Li YL. Emerging therapeutic strategies for metastatic uveal melanoma: targeting driver mutations. Pigment Cell Melanoma Res. 2024;37:411–25.38411373 10.1111/pcmr.13161

[63] Group TCOMS. Assessment of metastatic disease status at death in 435 patients with large choroidal melanoma in the collaborative ocular melanoma study (COMS): COMS report no. 15. Arch Ophthalmol. 2001;119:670–6.11346394 10.1001/archopht.119.5.670

[64] Wei AZ, Uriel M, Porcu A, Manos MP, Mercurio AC, Caplan MM, et al. Characterizing metastatic uveal melanoma patients who develop symptomatic brain metastases. Front Oncol. 2022;12:961517.36212499 10.3389/fonc.2022.961517PMC9540230

[65] Sullivan JM, Badimon A, Schaefer U, Ayata P, Gray J, Chung C-w, et al. Autism-like syndrome is induced by pharmacological suppression of BET proteins in young mice. J Exp Med. 2015;212:1771–81.26392221 10.1084/jem.20151271PMC4612093

[66] Govindarajan V, Shah AH, Di L, Rivas S, Suter RK, Eichberg DG, et al. Systematic review of epigenetic therapies for treatment of IDH-mutant glioma. World Neurosurg. 2022;162:47–56.35314408 10.1016/j.wneu.2022.03.051PMC9177782

[67] Albert DH, Goodwin NC, Davies AM, Rowe J, Feuer G, Boyiadzis M, et al. Co-clinical modeling of the activity of the BET inhibitor mivebresib (ABBV-075) in AML. vivo. 2022;36:1615–27.10.21873/invivo.12872PMC930139935738590

[68] Faivre EJ, Wilcox D, Lin X, Hessler P, Torrent M, He W, et al. Exploitation of castration-resistant prostate cancer transcription factor dependencies by the novel BET inhibitor ABBV-075. Mol Cancer Res. 2017;15:35–44.27707886 10.1158/1541-7786.MCR-16-0221

[69] Lam LT, Lin X, Faivre EJ, Yang Z, Huang X, Wilcox DM, et al. Vulnerability of small-cell lung cancer to apoptosis induced by the combination of BET bromodomain proteins and BCL2 inhibitors. Mol Cancer Ther. 2017;16:1511–20.28468776 10.1158/1535-7163.MCT-16-0459

[70] Piha-Paul SA, Sachdev JC, Barve M, LoRusso P, Szmulewitz R, Patel SP, et al. First-in-human study of mivebresib (ABBV-075), an oral pan-inhibitor of bromodomain and extra terminal proteins, in patients with relapsed/refractory solid tumors. Clin Cancer Res. 2019;25:6309–19.31420359 10.1158/1078-0432.CCR-19-0578

[71] Siebzehnrubl FA, Buslei R, Eyupoglu IY, Seufert S, Hahnen E, Blumcke I. Histone deacetylase inhibitors increase neuronal differentiation in adult forebrain precursor cells. Exp Brain Res. 2007;176:672–8.17216146 10.1007/s00221-006-0831-x

[72] Hsieh J, Nakashima K, Kuwabara T, Mejia E, Gage FH. Histone deacetylase inhibition-mediated neuronal differentiation of multipotent adult neural progenitor cells. Proc Natl Acad Sci. 2004;101:16659–64.15537713 10.1073/pnas.0407643101PMC527137

[73] Li J, Ma J, Meng G, Lin H, Wu S, Wang J, et al. BET bromodomain inhibition promotes neurogenesis while inhibiting gliogenesis in neural progenitor cells. Stem Cell Res. 2016;17:212–21.27591477 10.1016/j.scr.2016.07.006

[74] Epping MT, Wang L, Edel MJ, Carlée L, Hernandez M, Bernards R. The human tumor antigen PRAME is a dominant repressor of retinoic acid receptor signaling. Cell. 2005;122:835–47.16179254 10.1016/j.cell.2005.07.003

[75] Le Douarin N, Kalcheim C. The neural crest: Cambridge University Press; 1999.

[76] Matatall KA, Agapova OA, Onken MD, Worley LA, Bowcock AM, Harbour JW. BAP1 deficiency causes loss of melanocytic cell identity in uveal melanoma. BMC Cancer. 2013;13:1–12.23915344 10.1186/1471-2407-13-371PMC3846494

[77] Torre D, Lachmann A, Ma’ayan A. BioJupies: automated generation of interactive notebooks for RNA-Seq data analysis in the cloud. Cell Syst. 2018;7:556–61.e3.30447998 10.1016/j.cels.2018.10.007PMC6265050

[78] Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun. 2019;10:1523.30944313 10.1038/s41467-019-09234-6PMC6447622

[79] Abcam. Immunocytochemistry protocol: Abcam; 2022 [Available from: https://www.abcam.com/en-us/technical-resources/protocols/icc-protocol?srsltid=AfmBOoqyt4JzQIg_lE0OOXDD4ho0XaMzPhyNsZIHA97qu47Q0IKgCbGx.

# Supplementary material for: Identification of targetable epigenetic vulnerabilities for uveal melanoma
**Source:** Cell Death Dis. 2025 Dec 12;17(1):89. doi: 10.1038/s41419-025-08295-4
**Supplement:** Supplementary file 1 — READ ME

**Supplementary Table 1. Hit compounds screen results.** IC<sub>50</sub> (M) values of the 24 hit compounds identified by the primary screen for each UM cell line and mean IC<sub>50</sub>, along with the mechanisms of action for each compound.

**Supplementary Figure 1. Additional concentration-response testing.** (A) Concentration-response curves of MP41 and MP38 cells treated with the PARP inhibitor talazoparib. Center values represent mean, and error bars indicate SEM. n=4 for each concentration. (B) Concentration-response curves of MP41 and (C) MP38 cells treated with HDAC3 (RGFP966) and HDAC8 (PCI-34051) inhibitors. Center values represent mean, and error bars indicate SEM. n=4 for each concentration. (D) Mean difference in percent cell viability at the highest concentration (10  $\mu$ M) for MP38 cells treated with quisinostat plus EC<sub>20</sub> of other candidate compounds relative to cell viability when treated with only 10  $\mu$ M quisinostat. Greater positive values indicate better synergy. (E) Mean difference in percent cell viability at the highest concentration (10  $\mu$ M) for MP38 cells treated with romidepsin plus EC<sub>20</sub> of other candidate compounds relative to cell viability when treated with only 10  $\mu$ M romidepsin. Greater positive values indicate better synergy. (F) Mean log IC<sub>50</sub> shift of MP38 cells treated with Quisinostat and the EC<sub>20</sub> of other candidate compounds relative to cells treated with only quisinostat. Greater positive values indicate better synergy. (G) Mean log IC<sub>50</sub> shift of MP38 cells treated with romidepsin and the EC<sub>20</sub> of other candidate compounds relative to cells treated with only romidepsin. Greater positive values indicate better synergy.

**Supplementary Figure 2. Ex vivo testing of acquired drug resistance in tumor cells from vehicle and drug-treated murine livers.** (A) Concentration-response curves for quisinostat treatment of MP41 cells extracted from mouse liver tumor samples (vehicle n = 3; quisinostat n = 1, mivebresib n = 4, romidepsin n = 3). Center values represent mean, and error bars indicate SEM. (B) Concentration-response curves for romidepsin treatment of MP41 cells extracted from mouse liver tumor samples (vehicle n = 3; quisinostat n = 1, mivebresib n = 4, romidepsin n = 3). Center values represent mean, and error bars indicate SEM. (C) Concentration-response curve of mivebresib treatment of MP41 cells extracted from mouse liver tumor samples (vehicle n = 3; quisinostat n = 1, mivebresib n = 4, romidepsin n = 3). Center values represent mean, and error bars indicate SEM.

**Supplementary Figure 3. Live/dead percentages of UM cells after treatments for RNA sequencing.** (A) Mean percent of live and dead cells under all RNA-seq preparation conditions (24 h treatment with control (0.1% DMSO), 1 200 nM mivebresib, 40 nM quisinostat, or 40 nM romidepsin) for MP41, (B) MP38, and (C) MP46 cells. Error bars indicate SEM.

**Supplementary Figure 4. RNA-seq analysis of MP46 cells treated with BET and HDAC inhibitors.** (A) Images of MP46 cells treated with each compound for 24 hours. Scale bar = 100  $\mu$ m. (B) Heatmap clustering of relative Z'-scores for changes in gene expression of MP46 cells per treatment group (n = 3 per condition). (C) PCA clustering of replicates for each treatment in MP46 cells. (D) Venn diagram depicting overlaps between the treatment groups of significantly upregulated (Adj.  $p$  < 0.05, log<sub>2</sub> FC > 1.5). and (E) downregulated genes in drug-treated MP46 cells (Adj.  $p$  < 0.05, log<sub>2</sub> FC < -1.5). (F) Volcano plot of changes in gene expression relative to the control for each treatment group in MP46 cells. Blue and red dots are 180 genes found to be consistently dysregulated as a result of eight HDAC inhibitor treatments in iLINCS. Red dots are genes that were consistently upregulated by HDAC inhibitor treatments (n = 77), while blue dots are genes that were consistently downregulated (n = 103). For the HDAC inhibitors considered and transcriptional consensus signatures from which this list was derived, see Supplementary Data 2. For list of genes selected and their direction of change, see Supplementary Data 3. (G) Heatmap of moderated Z'-score (MODZ) of compounds inducing similar gene expression signatures to romidepsin, quisinostat, and mivebresib treatment in MP46 cells using iLINCS connected perturbation analysis. Higher MODZ indicates greater similarity. (H) Venn diagram showing overlaps in predicted transcription factors with upregulated and (I) downregulated gene targets, inferred by gene expression changes induced by each treatment in MP46 cells. (J) Bubble plot of the top predicted transcription factors with upregulated and (K) downregulated gene targets for each treatment in MP46 cells. Color scheme indicates -log<sub>10</sub> FDR of each predicted transcription factor, and bubble size is determined by the number of corresponding gene targets.

**Supplementary Figure 5. RNA-seq analysis of MP38 cells treated with BET and HDAC inhibitors.** (A) Images of MP38 cells treated with each compound for 24 hours. Scale bar = 100  $\mu$ m. (B) Heatmap clustering of relative Z'-scores for changes in gene expression of MP38 cells per treatment group (n = 3 per condition). (C) PCA clustering of replicates for each treatment in MP38 cells. (D) Venn diagram depicting overlaps between the treatment groups of significantly upregulated (Adj.  $p$  < 0.05, log<sub>2</sub> FC > 1.5). and (E) downregulated genes in drug-treated MP38 cells (Adj.  $p$  < 0.05, log<sub>2</sub> FC < -1.5). (F) Volcano plot of changes in gene expression relative to the control for each treatment group in MP38 cells. Blue and red dots are 180 genes found to be consistently dysregulated as a result of eight HDAC inhibitor treatments in iLINCS. Red dots are genes that were consistently upregulated by HDAC inhibitor treatments (n = 77), while blue dots are genes that were consistently downregulated (n = 103). For the HDAC inhibitors considered and transcriptional consensus signatures from which this list was derived, see Supplementary Data 2. For list of genes selected and their direction of change, see Supplementary Data 3. (G) Changes in gene expression (log<sub>2</sub> FC) of genes associated with high-risk UM in drug-treated MP38 cells. (H) Changes in the expression (log<sub>2</sub> FC) of genes associated with some neural-crest-derived cell identities in drug-treated MP38 cells. (I) Heatmap of moderated Z'-score (MODZ) of compounds inducing similar gene expression signatures to romidepsin, quisinostat, and mivebresib treatment in MP38 cells using iLINCS connected perturbation analysis. Higher MODZ indicates greater similarity. (J) Venn diagram showing overlaps in predicted transcription factors

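Of the 180 listed genes, 78 marked as upregulated and 100 marked as downregulated were matched to the MP38 counts, and all of these were tested. Each list was tested against all other genes with camera from limma, with an estimated correlation between genes and Benjamini-Hochberg adjustment over 9 lists and 3 drugs. The downregulated list fell with romidepsin (median log2 FC -0.45, 97 of 100 genes lower, adjusted p = 0.0168), quisinostat (-0.57, 93 lower, 0.0168) and mivebresib (-0.36, 80 lower, 0.0413). The upregulated list rose with romidepsin (median 0.26, 67 of 78 genes higher, adjusted p = 0.0258), while with quisinostat (0.39, 57 higher, 0.0614) and mivebresib (0.22, 57 higher, 0.0777) its rise was not past the threshold. Over the 27 pairs of list and drug, 16 were past it with the estimated correlation, 22 with camera's preset correlation of 0.01 and 24 with fry, and both lists were past it for every drug with the latter 2. Single genes moved little: 63 of the 100 downregulated genes were lower with romidepsin at an adjusted p below 0.05 over all genes (72 adjusted over the list alone), 74 with quisinostat (76) and 55 with mivebresib (56), yet only 2, 7 and 2 went beyond a log2 FC of -1.5. Among the 78 upregulated genes, 32 (35 adjusted over the list alone), 38 (38) and 30 (30) were higher, while 7 were lower with quisinostat and 6 with mivebresib, as many as when adjusted over the list alone. Of the downregulated genes, 1 was higher with quisinostat and 5 with mivebresib.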

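Of the 21 neuronal genes plotted in Fig. 6, 18 were tested in MP38. Its median log2 FC was 0.72 with romidepsin (13 of 18 genes higher, camera adjusted p = 0.0322), 1.98 with quisinostat (17 higher, 0.0168) and 0.66 with mivebresib (12 higher, 0.0301). At an adjusted p below 0.05 over all genes, 10, 14 and 8 genes were higher, while 1 was lower with romidepsin and 2 with mivebresib, and the counts were the same when adjusted over the list alone. The mivebresib median leaned on 1 control library, and was 1.26 without control replicate 1. NEFM had 27 and 37 counts in the control and rose by a log2 FC of 1.70 with romidepsin, 2.93 with quisinostat and 2.00 with mivebresib (edgeR adjusted p = 0.00053, 6.2e-06 and 7.6e-05). SYN1 (chromosome X, 47571898 to 47619943) rose from 7 and 5 counts to 54 and 54 with romidepsin (log2 FC 3.08, standard error 0.28), 172 and 196 with quisinostat (4.73, 0.25) and 62 and 56 with mivebresib (3.28, 0.28). These standard errors were derived from the F statistic of the quasi-likelihood test, and may be too small at such low counts in the control. SYN1 overlaps TIMP1 and ARAF on the opposite strand, which did not rise with it (log2 FC of TIMP1 -0.039, -0.059 and -0.041, and of ARAF -0.69, -0.57 and 0.013). NGFR rose by 1.91, 4.27 and 3.24 in the same order, and its rise with quisinostat exceeded that with mivebresib (log2 difference of mivebresib minus quisinostat -1.04, adjusted p = 5.1e-05). TUBB3 differed between drugs: it fell with romidepsin (-0.75, adjusted p = 0.000904), was higher with quisinostat without passing the threshold (0.21, 0.0894) and rose with mivebresib (2.23, 2.3e-06). With quisinostat it passed without TMM factors (0.41), with upper-quartile factors (0.34) and with a mean CPM of at least 5 (0.31).

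**Figure D4:**
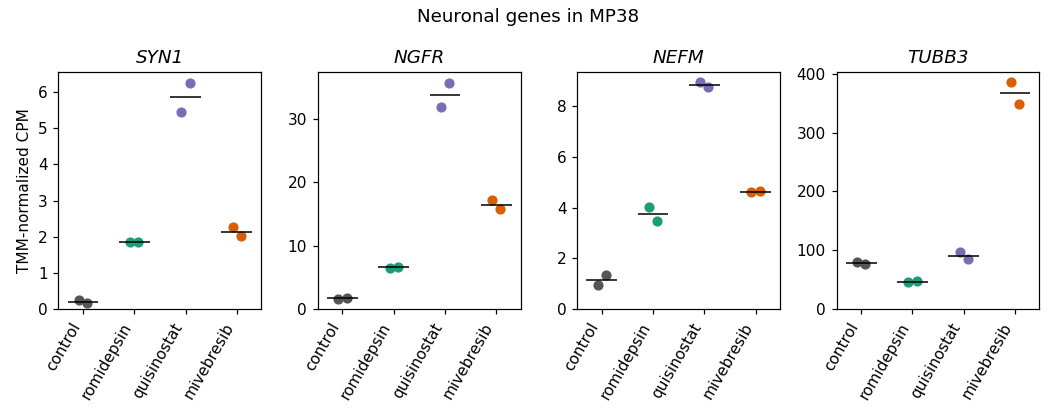
TMM-normalized CPM of SYN1, NGFR, NEFM and TUBB3 in MP38, on a linear axis from 0 in each panel. Each point is 1 of 2 libraries per treatment and the line is their mean; SYN1, NGFR and NEFM are above the control with every drug, and TUBB3 is below it with romidepsin.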

with upregulated and **(K)** downregulated gene targets, inferred by gene expression changes induced by each treatment in MP38 cells. **(L)** Bubble plot of the top predicted transcription factors with upregulated and **(M)** downregulated gene targets for each treatment in MP38 cells. Color scheme indicates  $-\log_{10}$  FDR of each predicted transcription factor, and bubble size is determined by the number of corresponding gene targets.

**Supplementary Figure 6. Pathway changes induced by BET and HDAC inhibitors in UM.** **(A-C)** Downregulated pathways in drug-treated MP41 cells predicted from list of significantly downregulated genes in each treatment group (Adj.  $p < 0.05$ ,  $\log_2$  FC  $< -1.5$ ). **(D-F)** Upregulated pathways in drug-treated MP46 cells predicted from list of significantly upregulated genes in each treatment group (Adj.  $p < 0.05$ ,  $\log_2$  FC  $> 1.5$ ). **(G-I)** Downregulated pathways in drug-treated MP46 cells predicted from list of significantly downregulated genes in each treatment group (Adj.  $p < 0.05$ ,  $\log_2$  FC  $< -1.5$ ). **(J-L)** Upregulated pathways in drug-treated MP38 cells predicted from list of significantly upregulated genes in each treatment group (Adj.  $p < 0.05$ ,  $\log_2$  FC  $> 1.5$ ). **(M-O)** Downregulated pathways in drug-treated MP38 cells predicted from list of significantly downregulated genes in each treatment group (Adj.  $p < 0.05$ ,  $\log_2$  FC  $< -1.5$ ).

**OriginalData: (originaldata.tif)** Uncropped raw western images of **(A)** SYN1 (red) and ACTB (green) and **(B)** TUBB3 (red) and ACTB (green). Cropped versions shown in Fig. 6D and Fig. 6F.

**Supplementary Data 1: (SupplementaryData\_1.xlsx)** Full list of compounds in the TargetMol L1200 library (July 2022) and mean percent cell viability relative to DMSO control for each cell line following 72 h treatment with 1  $\mu$ M of each compound in the primary screen. 

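The table gives, for each of 932 compounds, the mean viability of each cell line relative to its own DMSO wells. The median over all compounds was 98.2% in MP41, 99.4% in MP46 and 122% in MP38. Against the cut-offs of the Fig. 1A legend, 19 compounds fell below in MP41, 12 in MP46 and 8 in MP38, with 24 below in at least 1 line and 4 in all 3 lines. Of the compounds below the cut-off in MP38, 4 were below it in no other line. These viabilities are the paper's values; only the counts were made here.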

Shown in Fig. 1A-C.

**Supplementary Data 2: (SupplementaryData\_2.xlsx)** Transcriptional Consensus Signatures (TCS) of HDAC inhibitors obtained from the iLINCS CMAP-L1000 dataset. Negative TCS scores indicate downregulated genes and positive scores indicate upregulation. Full dataset available at LINCS LDS-1611 and described in the following publication: PMC11601385. Used for figures Fig. 4G, Supplementary Fig. 4F, and Supplementary Fig. 5F.

**Supplementary Data 3: (SupplementData\_3.xlsx)** List of genes consistently up- or downregulated by HDAC inhibitor treatments based on TCS data presented in Supplementary Data 2. 

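A Transcriptional Consensus Signature (TCS) score summarizes how a compound changes a gene across many cell lines. Supplementary Data 2 gives such scores for 976 genes in 9 columns. Counted from that table, 177 of the 180 listed genes had the same sign in all 9 columns, 76 of them positive and 101 negative. The other 3, DRAP1, MCOLN1 and TOMM70, are marked + and had 7 positive and 2 negative scores each. Supplementary Data 3 marks 79 genes + and 101 genes -.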

Genes were selected if they were dysregulated in the same direction by all 8 HDAC treatments listed. “+” indicates a positive TCS score for each HDAC inhibitor for given gene, indicating upregulation, while “-” indicates a negative TCS score for each HDAC inhibitor for given gene, indicating downregulation. Used for figures Fig. 4G, Supplementary Fig. 4F, and Supplementary Fig. 5F.

**Supplementary Data 4: (SupplementaryData\_4.xlsx)** Correlation matrix showing the pairwise Pearson Correlation ( $r$ ) of Transcriptional Consensus Signatures (TCS) derived from the iLINCS L1000 dataset (December 2015 version) and independently treated GBM cell lines, as previously described in Nature Communications 2018 (PMID: 30552330). The raw data matrix was provided upon request from the publication authors. Used for Fig. 4H-I.

# Supplementary material for: Identification of targetable epigenetic vulnerabilities for uveal melanoma
**Source:** Cell Death Dis. 2025 Dec 12;17(1):89. doi: 10.1038/s41419-025-08295-4
**Supplement:** Supplementary file 2 — Supplementary Table 1

| Name | MP41 IC_50_ (M) | MP38 IC_50_ (M) | MP46 IC_50_ (M) | Average IC_50_ (M) | Mechanism |
| --- | --- | --- | --- | --- | --- |
| Romidepsin | 2.81E-09 | 3.92E-09 | 5.36E-09 | **4.03E-09** | Class I HDAC inhibitor |
| Quisinostat 2HCl | 5.42E-09 | 6.75E-09 | 1.39E-08 | **8.67E-09** | HDAC inhibitor |
| Fimepinostat | 5.96E-09 | 1.76E-08 | 9.29E-09 | **1.09E-08** | HDAC and PI3K inhibitor |
| Quisinostat | 9.12E-09 | 1.16E-08 | 1.98E-08 | **1.35E-08** | HDAC inhibitor |
| Panobinostat | 1.43E-08 | 3.58E-08 | 2.77E-08 | **2.59E-08** | HDAC inhibitor |
| AZD5153 | 9.04E-08 | 8.87E-08 | 6.83E-08 | **8.25E-08** | BRD4 inhibitor |
| Alobresib | 1.04E-07 | 1.40E-07 | 7.12E-08 | **1.05E-07** | BET inhibitor |
| Mivebresib | 9.96E-08 | 1.88E-07 | 8.92E-08 | **1.25E-07** | BET inhibitor |
| CPI203 | 1.53E-07 | 1.60E-07 | 1.09E-07 | **1.41E-07** | BRD4 inhibitor |
| GSK1324726A | 1.54E-07 | 2.48E-07 | 1.05E-07 | **1.69E-07** | BRD2, BRD3, BRD4 inhibitor |
| BET Bromodomain Inhibitor | 3.76E-07 | 3.45E-07 | 2.48E-07 | **3.23E-07** | BET inhibitor |
| Velcade | 4.34E-09 | 1.49E-08 | 3.52E-09 | **7.58E-09** | Proteosome inhibitor |
| Podofilox | 6.49E-09 | 1.50E-08 | 6.56E-09 | **9.36E-09** | Topoisomerase II inhibitor |
| Cucurbitacin B | 4.84E-08 | 1.41E-08 | 5.11E-08 | **3.79E-08** | PI3K/AKT inhibitor |
| (S)-(+)-Camptothecin | 1.17E-07 | 6.76E-07 | 2.10E-07 | **3.34E-07** | Topoisomerase I inhibitor |
| Staurosporine | 2.71E-07 | 5.19E-08 | 6.86E-07 | **3.36E-07** | PKCα, PKCγ, PKCη inhibitor |
| Gemcitabine | 7.69E-08 | 1.23E-06 | 1.69E-07 | **4.93E-07** | DNA synthesis inhibitor |
| NSC228155 | 2.59E-06 | 3.22E-07 | 2.79E-06 | **1.90E-06** | EGFR activator |
| SKLB-23bb | 8.44E-08 | 1.74E-05 | 9.48E-08 | **5.87E-06** | HDAC6 inhibitor |
| ABBV-744 | 8.127 | 2834 | 0.0566 | **947.4** | BRD4 inhibitor |
| 666-15 | 5.89E-05 | 0.000585 | 0.00219 | **0.000946** | EGFR inhibitor |
| KW2449 | 3.89E-05 | 0.000458 | Unstable | **N/A** | FLT/STAT Kinase inhibitor |
| 4100-3815 | Unstable | 0.000246 | Unstable | **N/A** | Ataxin inhibitor |
| Y031-1770 | Unstable | Unstable | Unstable | **N/A** | Ataxin inhibitor |

How the deposited data were processed for this re-analysis (not part of the article)

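Bulk RNA sequencing of MP38 cells was re-analysed from the authors' tables: 4 groups (control, romidepsin, quisinostat and mivebresib) of 2 libraries each, all mapped to treatment and replicate from the sample labels and the paper's methods. The MP41 and MP46 libraries were not analysed here.

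The authors made 3 tables from the reads with BioJupies. The first holds counts per gene symbol, deposited without normalization for 35238 symbols. The second holds log10 values: the authors' table equals log10(CPM + 1) of the counts. The third holds a quantile-normalized score from the authors, whose scale is not named in the paper's text; it follows the log2 count closely but is not in log2 units. It had been planned for use as log2 values, so its fold changes were not used and genes were called on it by the adjusted p alone. The aligner, genome build and annotation are not named in the paper's text. The library preparation kept strand, but whether the counting used strand is not named, so overlapping genes on opposite strands were treated as uncertain.

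Total counts per library ran from 28483235 to 29359024 with a median of 28993875, so depth hardly differed between groups. No replicate pair was identical, and every pair differed by more than sampling noise in a chi-square test over genes with at least 20 counts in the pair. Over these genes together, counting error therefore does not account for the difference between replicates. For genes with few counts it can still be a main limit on precision, beside having 2 libraries per group. The 2 control libraries differed more than the libraries of any drug group.

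Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr by group, quasi-likelihood test, one model of all 8 libraries, Benjamini-Hochberg adjustment), with a biological coefficient of variation of 0.0938. Genes were called at an adjusted p below 0.05 and a log2 FC beyond 1.5, the paper's thresholds. log2 CPM used a prior count of 2. A standard error given with a log2 FC is the log2 FC without its sign, divided by the square root of the F statistic of that test. It was not estimated from the counts directly and may be too small for genes with few counts. Gene lists were tested with camera and fry from limma 3.58.1, adjusted over 9 lists and 3 drugs: 2 lists from Supplementary Data 3, the neuronal, glial and melanocytic genes of Fig. 6, and lists of DNA replication, mitosis, synaptic and voltage-gated channel genes written by hand. Camera asks whether the listed genes changed more than other genes. Fry asks whether they changed, without comparing them with other genes, so a list can pass it more easily where many genes change. A list of HOX genes was examined separately. The 12-gene risk panel was taken from Fig. 5. Genes were named by a rule: those the paper names or plots, some regulators, drug targets and response genes, the 3 largest rises and falls per drug among called genes with an average log2 CPM of at least 3, and the 3 genes with the largest opposite changes each way; of the genes this rule allows, the text gives a part, and some results are not reported here. Where every library of a group had at most 3 counts, a fold change was treated as a bound. Coordinates, overlapping genes, transcript length and GC content came from GENCODE 29 on GRCh38. Separation of the libraries was tested over all pairings of the 8 libraries. For the correlations between drugs, which share controls, 40 data sets with unchanged groups were simulated, with the same spread in every group.

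On simulated counts with 200 changed genes, edgeR recovered 100% of them with 1 false call among 15085 genes, DESeq2 100% among 13979 and limma-voom 98% among 15085. For camera from limma, a shifted list of 40 simulated genes had an unadjusted p of 3.9e-05 and an unchanged list 0.553.

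The alternatives were DESeq2 1.42.0, limma-voom, limma on the authors' quantile-normalized table, library size alone, upper-quartile factors, no filter on low counts, a mean CPM of at least 5, only the 4 libraries of each comparison, a replicate block, other thresholds, other list tests, the authors' log CPM table and the 2500 most variable genes for the separation, and each library left out in turn. These, the hand-written lists and the rule for named genes were set before the data were examined; separate controls for the correlations were added afterwards. Leaving out a library leaves 1 in its group, so no p-value is given for those fits. Tables of the supplement were read with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The Metascape, ChEA and iLINCS portal analyses were not repeated.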

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

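The tests of reads shared with paralogs or with the overlapping gene CDC73, and the comparison with independent calls, were chosen only after the result was seen. The paralog comparison was first made for quisinostat alone and judged by whether the loss was smaller than the gain; after KIF5B came close to that limit, it was extended to romidepsin and to the spread between replicates, and the second version is the one given.

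Mivebresib and the HDAC inhibitors moved some genes in opposite directions in MP38. C1orf116 rose with romidepsin (log2 FC 1.64) and quisinostat (1.80) and fell with mivebresib (-3.76), a tested log2 difference of -5.56 between mivebresib and quisinostat (edgeR adjusted p = 6.3e-07). GBP3 differed by -4.84 (adjusted p = 5.5e-07) and LMCD1 by -4.03 (2.4e-06). GBP3 belongs to a family of similar genes, and its relative GBP1 also fell with mivebresib (-7.11), so the split of reads within the family leaves GBP3 uncertain. In all, 75 genes were lower with mivebresib and higher with at least 1 HDAC inhibitor, against 4 the other way round. The numbers of genes called each way can account for that excess: if the calls were independent, 74.5 and 7.29 genes would be expected. Scaling alone does not give it, since 93 genes without TMM factors and 85 with upper-quartile factors showed it. After the trend of log2 FC with GC content and transcript length was removed, 48 of the 73 genes with known length and GC content stayed beyond 1.5 both ways, and 20 of the 75 genes had an average log2 CPM under 0, so neither accounts for most of the genes. The number of genes is therefore no evidence for or against an opposite action of the drug classes.

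HPCAL4, KIF5C and CDK5R2, which the paper does not discuss, had the largest rises with both HDAC inhibitors among called genes with an average log2 CPM of at least 3. Their log2 FC with quisinostat was 7.13, 6.17 and 5.75, and with romidepsin 4.92, 4.17 and 3.95. The rises were not specific to HDAC inhibitors, since mivebresib raised these genes too (4.90, 3.79 and 3.53). HPCAL4 had 4 and 7 counts in the control and 899 and 886 with quisinostat. Reads moving from a related gene would make that gene lose what these gained. With quisinostat, HPCAL1 did not lose but gained (-5.86% of the rise of HPCAL4 counted as a loss) and CDK5R1 lost 12.5% of the rise of CDK5R2, which argues against such a transfer there. For KIF5C it cannot be told apart from a rise of the gene: KIF5B lost 80.9% of the CPM that KIF5C gained with quisinostat, within the spread between replicates of a full transfer, and 141% with romidepsin. With romidepsin it also stays open for HPCAL4, as HPCAL1 lost 204%, and for CDK5R2, as CDK5R1 lost 154%, because these relatives are abundant and small changes in them outweigh the gains.

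B3GALT2 had the largest fall with mivebresib by the same measure, a log2 FC of -6.56, from 750 and 794 counts to 11 and 5, and is not discussed in the paper. It overlaps CDC73 on the opposite strand, whose log2 FC was -0.28, so a fall of CDC73 reads does not account for it. Without 1 library at a time, the log2 FC ran from -7.24 to -6.09. Its relative B3GALT1 rose with mivebresib (3.24), and a transfer of reads between them was not tested, so it stays open beside an effect of BET inhibition.

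HOX genes, which the paper does not discuss, were lower with mivebresib. Of 39 listed by hand, 26 were tested and 13 were lower at an adjusted p below 0.05, 13 when adjusted over the list alone, and 24 of the 26 had a negative log2 FC. The median was -1.39, and -1.57 over the 24 genes above 3 counts in a control library. Of 8 tested HOXC genes, 7 were lower, with a median of -2.34. As a list, however, HOX genes did not stand apart from all genes (camera, unadjusted p = 0.146). The median stayed at -1.30 after the trend with GC content and transcript length was removed, and at -1.34 under the scaling that brought it nearest to 0, which argues against both as the whole cause. Reads shared among these related genes were not tested. It ran from -1.72 to -0.998 when 1 library was left out. With quisinostat 15 of the genes were higher and 3 lower. An effect of BET inhibition on HOX genes stays open beside that.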

How the results depend on the processing

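The comparison with separate controls was chosen only after the result was seen; the other alternatives were planned. Where no reason is given for a change, the cause was not tested.

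The permutation test of the separation gave p = 0.00952 with the authors' log CPM table and with the 2500 most variable genes. As the smallest p that the design allows, it cannot show whether the separation grew or shrank. With the log CPM table, the summed distance was 31.9 for the true pairing and 47.2 for the next best. With the most variable genes these distances were 112 and 159, and in the main setting 187 and 257. The number of panel genes moving against the class 2 pattern stayed within 1.5 times its value in each fit that gave it. DESeq2, limma-voom and the 4-library fits kept every count of called genes within 1.5 times.

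Mivebresib downregulated more genes than it upregulated in 11 of the 12 settings that gave counts, the exception being upper-quartile factors (634 up, 613 down). The median of all genes moved by over 0.1 only for quisinostat, to 0.20 without TMM factors and 0.13 with upper-quartile factors.

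On the authors' quantile-normalized table, where only the adjusted p decided, romidepsin downregulated 412 genes, quisinostat downregulated 1244, mivebresib upregulated 1383 and downregulated 1471, and mivebresib shared 584 upregulated and 358 downregulated genes with the HDAC inhibitors. Dropping the fold-change threshold gave 2293 up and 2377 down for romidepsin, 4231 and 3793 for quisinostat, 3342 and 3628 for mivebresib, and 1728 and 1763 shared, by construction. An adjusted p below 0.01 left 28 downregulated genes for romidepsin. A mean CPM of at least 5, which tests 10701 genes, left 133 up and 14 down for romidepsin, 427 and 70 for quisinostat, 182 and 303 for mivebresib, and 103 and 14 shared; the share of higher genes was 85.9% for quisinostat and 37.5% for mivebresib, and the correlations with mivebresib 0.29 (romidepsin) and 0.35 (quisinostat). With it the neuronal list no longer passed for romidepsin (median 0.54), the channel list passed for romidepsin (0.42), the upregulated HDAC list passed for quisinostat (0.36) and mivebresib (0.26), the glial list passed for mivebresib (-1.13) and its quisinostat median turned to -0.75.

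Without TMM factors, quisinostat downregulated 96 genes and 24 downregulated genes were shared; the share of higher genes was 91.0% for romidepsin, 94.7% for quisinostat and 52.0% for mivebresib. The upregulated HDAC list then passed for quisinostat (0.59) and mivebresib (0.24), and the downregulated one no longer did for mivebresib (-0.34). With upper-quartile factors the shares were 91.2%, 93.6% and 53.4%, and the upregulated list passed for quisinostat (0.52) and mivebresib (0.27). Without a filter on low counts, which tests 22876 genes, the shares were 65.7%, 78.8% and 55.4%, the correlation of mivebresib with romidepsin was 0.43, the neuronal list no longer passed for romidepsin (0.48) or mivebresib (0.93), the melanocytic median with romidepsin turned to -0.067 and the channel median with mivebresib became 0.

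The sign of HTR2B with romidepsin turned without TMM factors (0.065), with upper-quartile factors (0.076), with a mean CPM of at least 5 (0.050), in the 4-library fit (0.017) and with the replicate block (0.0075); its change was near 0 throughout. BRD2 with romidepsin turned with upper-quartile factors (0.0048). Of 594 values of single genes under alternatives, these 6 included, 572 kept direction and side of the threshold, 11 lost it and 5 gained it.

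Among list tests, camera's preset correlation brought past the threshold the channel list for romidepsin (0.59), the upregulated HDAC list for quisinostat (0.39) and mivebresib (0.22), the melanocytic list for quisinostat (-0.52), and the glial (-0.68) and DNA replication (-0.33) lists for mivebresib. Fry did so for the same lists, and for the glial list with quisinostat (0.077) and the synaptic list with mivebresib (0.43). The medians do not change with the test.

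Replicate numbers did not pair the libraries: of 6 pairs of groups, 2 had a correlation of same-numbered deviations over 0.1, and they ran from -0.16 to 0.16. With the replicate block, which spends a degree of freedom on such numbers, camera no longer passed for the upregulated HDAC list (0.27) and the neuronal list (0.72) with romidepsin, nor for the downregulated HDAC list (-0.36), the neuronal list (0.66) and the mitosis list (-0.66) with mivebresib.

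With separate controls the correlations of mivebresib were 0.27 and 0.22 with romidepsin and 0.33 and 0.31 with quisinostat.

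Across the 8 fits that each left out 1 library, without a test, the share of higher genes ran from 82.0 to 90.5% for romidepsin, 88.5 to 90.9% for quisinostat and 46.6 to 55.2% for mivebresib, and the correlation of mivebresib from 0.32 to 0.52 with romidepsin and 0.34 to 0.51 with quisinostat. For romidepsin the medians ran from 0.26 to 0.36 (upregulated HDAC list), -0.52 to -0.34 (downregulated), 0.59 to 0.81 (neuronal), -0.29 to -0.043 (glial, nearest 0 without control replicate 2), -0.67 to -0.62 (DNA replication) and 0.51 to 0.85 (synaptic). For quisinostat they ran from 0.27 to 0.39, -0.63 to -0.57, 1.85 to 2.05 and -0.11 to 0.13 for the first 4 lists, and from -0.64 to -0.51 (melanocytic), -1.13 to -0.95 (mitosis) and 1.66 to 2.35 (channel). For mivebresib they ran from 0.22 to 0.26, -0.38 to -0.28, 0.62 to 1.26 (neuronal, highest without control replicate 1) and -1.28 to -0.55 (glial, lowest without mivebresib replicate 2), and from -1.13 to -0.94 (melanocytic), -0.33 to -0.23 (DNA replication), -0.69 to -0.66 (mitosis) and 0.021 to 0.35 (channel, highest without control replicate 2).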

Differences from the paper's values

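No test in this part was chosen after the result was seen. Of the values the paper states in its text for measures computed here, none differed by more than 1.5 times. The paper counts 77 upregulated and 103 downregulated genes on the HDAC list, and Supplementary Data 3 marks 79 and 101. The legend of Supplementary Fig. 5 gives 3 replicates per condition for MP38, while the methods and the deposited tables have 2.

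The paper states that HTR2B was downregulated by HDAC and BET inhibitors; with romidepsin its log2 FC in MP38 was -0.0095 (edgeR adjusted p = 0.969). None of the scaling, filter, 4-library and block settings gave a called fall. CDH1, also higher in class 2 tumors, rose with romidepsin (1.46) and quisinostat (1.18). The paper describes PRAME as not expressed in MP38; the control libraries held 85 and 118 counts. The paper states that LMCD1 was upregulated; with mivebresib its log2 FC was -1.59, and it was negative under all of those settings.

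The paper describes SOX10, MLANA and MITF as highly downregulated. With romidepsin their log2 FC was -0.39, -0.14 and -0.22, and the latter 2 were not past the threshold there or under those settings. The paper describes glial genes as downregulated; the glial median was 0.077 with quisinostat, and by camera the list passed for no drug. Fry, which does not compare a list with other genes, called it for quisinostat and mivebresib. Camera with the preset correlation and with a mean CPM of at least 5 called it for mivebresib. The sign of the quisinostat median was not stable. It was -0.75 with a mean CPM of at least 5, and ran from -0.11 to 0.13 when 1 library was left out.

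The paper describes DNA replication pathways as downregulated by all drugs. The hand-written list, which is not the paper's pathway term, had a median of -0.33 with mivebresib and did not pass with the estimated correlation (adjusted p = 0.111), but did with the preset correlation and with fry. The paper describes more downregulated than upregulated genes with mivebresib; the counts here had that order except with upper-quartile factors, at 634 up and 613 down.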

Other observations

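The comparison of depth in this part was chosen only after the result was seen.

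Romidepsin changed fewer genes than quisinostat, and of its 569 upregulated genes 547 were also upregulated by quisinostat. If the romidepsin libraries were a mixture of control-like and quisinostat-like RNA, no gene would go further with romidepsin than with quisinostat. Among genes changed by quisinostat, 101 lay significantly further from the control with romidepsin, against 1 in a simulated mixture, which argues against a plain mixture. Depth was equal, with the romidepsin libraries at 100.9% of the quisinostat libraries. A difference in drug or effective dose may remain, and was not tested.

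Mivebresib lowered more genes than it raised among well expressed genes and the reverse among the rest. Among genes with an average log2 CPM of at least 3, 30.2% of called genes were upregulated, and at most 33.2% under library size alone or upper-quartile factors, which argues against scaling as the cause. No biological explanation was tested.

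The control libraries differed more from each other than those of any drug group. The SD of the log2 difference between replicates over 9581 well expressed genes was 0.30 in the control, against 0.14 for romidepsin, 0.13 for quisinostat and 0.16 for mivebresib. The difference between the controls followed transcript length (Spearman -0.37 across genes). Replicate differences in the drug groups followed it too (0.25 for romidepsin, -0.29 for quisinostat and -0.28 for mivebresib), so a length trend is not particular to the controls. Removing the trend with length and GC content left an SD of 0.26 in the control, so that trend is not the whole cause. Ribosomal protein genes took 4.88% of counts in control 1 and 3.31% in control 2. No biological explanation was tested.

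Some statements of the paper concern MP41 and MP46, and the values in MP38 were as follows. FOXM1, whose targets the paper reports as lower in MP41, had a log2 FC of -0.66 with romidepsin, -1.57 with quisinostat and -1.52 with mivebresib; its opposite-strand neighbours ITFG2 (-1.09, -1.12 and 0.17) and RHNO1 (-1.05, -0.56 and -0.56) also fell with the HDAC inhibitors, which leaves its change with romidepsin uncertain. MYC had 0.24, -0.71 and 0.78. Its change with romidepsin was not past the adjusted p threshold without a filter on low counts (0.23), in the 4-library fit (0.26) or with the replicate block (0.24). BRD2 rose with mivebresib (1.15) and fell with quisinostat (-0.68), and HEXIM1 rose with mivebresib (1.23) and fell with romidepsin (-0.34, not past the adjusted p threshold in the 4-library fit at -0.32) and quisinostat (-0.44). MEPCE fell with romidepsin (-1.73) and quisinostat (-1.89), from 2678 and 2565 counts in the control to 829 and 827 with romidepsin. Its opposite-strand neighbour ZCWPW1 fell as well (-1.38 and -1.78) but had only 30 and 25 counts in the control. BDNF rose with the HDAC inhibitors (0.48 and 0.73) and fell with mivebresib (-1.38).

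Across 931 genes, which are not independent replicates, the Spearman correlation of the log2 FC in MP38 with the paper's HDAC inhibitor signatures ran from 0.37 to 0.56 for romidepsin, 0.38 to 0.49 for quisinostat and 0.32 to 0.42 for mivebresib. The 3 drugs share control libraries, so these values are not independent of each other.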
